# Deciphering the functions of Stromal Interaction Molecule-1 in amelogenesis using AmelX-iCre mice

**DOI:** 10.3389/fphys.2023.1100714

**Published:** 2023-03-01

**Authors:** Raed Said, Helyasadat Mortazavi, David Cooper, Katie Ovens, Ian McQuillan, Silvana Papagerakis, Petros Papagerakis

**Keywords:** enamel, calcium, ameloblast, amelogenesis, stromal interacting molecule 1 (STIM1), store operated Ca 2+ entry, mineralised tissue

## Abstract

**Introduction:** The intracellular Ca2+ sensor stromal interaction molecule 1 (STIM1) is thought to play a critical role in enamel development, as its mutations cause Amelogenesis Imperfecta (AI). We recently established an ameloblast-specific (AmelX-iCre) Stim1 conditional deletion mouse model to investigate the role of STIM1 in controlling ameloblast function and differentiation *in vivo* (Stim1 cKO). Our pilot data (Said et al., J. Dent. Res., 2019, 98, 1002–1010) support our hypothesis for a broad role of Stim1 in amelogenesis. This paper aims to provide an in-depth characterization of the enamel phenotype observed in our Stim1 cKO model.

**Methods:** We crossed AmelX-iCre mice with Stim1-floxed animals to develop ameloblast-specific Stim1 cKO mice. Scanning electron microscopy, energy dispersive spectroscopy, and micro- CT were used to study the enamel phenotype. RNAseq and RT-qPCR were utilized to evaluate changes in the gene expression of several key ameloblast genes. Immunohistochemistry was used to detect the amelogenin, matrix metalloprotease 20 and kallikrein 4 proteins in ameloblasts.

**Results: **Stim1 cKO animals exhibited a hypomineralized AI phenotype, with reduced enamel volume, diminished mineral density, and lower calcium content. The mutant enamel phenotype was more severe in older Stim1 cKO mice compared to younger ones and changes in enamel volume and mineral content were more pronounced in incisors compared to molars. Exploratory RNAseq analysis of incisors’ ameloblasts suggested that ablation of Stim1 altered the expression levels of several genes encoding enamel matrix proteins which were confirmed by subsequent RT-qPCR. On the other hand, RT-qPCR analysis of molars’ ameloblasts showed non-significant differences in the expression levels of enamel matrix genes between control and *Stim1*-deficient cells. Moreover, gene expression analysis of incisors’ and molars’ ameloblasts showed that *Stim1* ablation caused changes in the expression levels of several genes associated with calcium transport and mitochondrial kinetics.

**Conclusions:** Collectively, these findings suggest that the loss of *Stim1* in ameloblasts may impact enamel mineralization and ameloblast gene expression.

## Introduction

Dental enamel is the most calcified tissue in the body serving as the protective outer layer for teeth withstanding masticatory forces (Nanci, 2013a). Enamel formation, amelogenesis, is a complex process that results in the development and mineralization of dental enamel (Simmer et al., 2010; Zheng et al., 2014). Amelogenesis is carried out by ectodermally derived epithelial cells of the enamel organ, termed ameloblasts. Amelogenesis presents in two main developmental stages known as the secretory and maturation stages (Simmer et al., 2021). During the secretory stage, ameloblasts provide a proteinaceous template for enamel crystal growth, which essentially mineralizes during the maturation period (Paine et al., 2020). The functional characteristics of ameloblasts are tightly linked to their differentiation stage which confers them to a specific morphology. Indeed, during the maturation stage, ameloblasts cyclically modulate their morphology between a ruffle-ended (RA) appearance and a smooth-ended (SA) appearance which may reflect the alternation of the functional phase between resorptive and secretory (Nanci, 2013b; Paine et al., 2020).

Ca2+ is one of the most important ions in enamel, as it participates in the formation and growth of enamel crystals (Iijima et al., 2002). Indeed, enamel hydroxyapatite-like crystals form *de novo* by precipitating ions in the enamel space after passing through the semipermeable barrier created by ameloblasts (Lacruz, 2017). During crystal formation, the ameloblasts transfer large quantities of calcium from the serum into the enamel space. Approximately 60% of the minerals in the fully developed enamel are supplied during the maturation stage (Kirkham et al., 1988). It has been initially proposed that calcium transport occurs in two primary ways: paracellular and transcellular (Berdal et al., 1995; Bailleul-Forestier et al., 1996; Hubbard, 2000; Papagerakis et al., 2002). Several subsequent reports, however, showed that Ca2+ is primarily transported through high-capacity stores associated with the endoplasmic reticulum (ER), widely distributed in ameloblasts, suggesting that the store-mediated transcellular calcium transport is the dominant mode of ion transport across the ameloblast (Lacruz et al., 2012; Nurbaeva et al., 2015a). Impaired ion transport across the ameloblast may result in the hypomineralization of enamel (Lacruz and Feske, 2015; Silva-Rojas et al., 2020).

Store-operated Ca2+ entry (SOCE) has been established as a major Ca2+ influx mechanism in excitable cells and non-excitable cells (Jardín et al., 2009). Depletion of Ca2+ in the ER triggers SOCE, which entails the formation of multimers of stromal interaction molecule 1 (STIM1), an ER transmembrane protein, that is translocated to the ER-plasma membrane junction (Feske, 2009; Smyth et al., 2010). Ca2+ release-activated Ca2+ channels such as ORAI1 are opened by STIM1 once it binds to it, leading to sustained Ca2+ influx (Li et al., 2007). The STIM2 family member is also located in the ER and acts as a positive regulator of SOCE, and its functions partially overlap with STIM1 as they share >60% sequence identity (Berna-Erro et al., 2017). By allowing Ca2+ to influx into the cytoplasm by ORAI1, the cytosolic Ca2+ concentration increases and the ER Ca2+ stores are replenished *via* sarcoplasmic/ER Ca2+-ATPases (SERCAs) (Eckstein and Lacruz, 2018). Several studies showed that both *Stim1* and *Stim2* are robustly expressed in ameloblasts during their secretory and maturation stages in wild-type rodents, suggesting a crucial role for SOCE in the influx of calcium into ameloblasts (Lacruz et al., 2011; Lacruz et al., 2012; Nurbaeva et al., 2015a; Nurbaeva et al., 2015b).

Ectodermal dysplasia is characterized by defects in several ectodermal tissues, including hair, nails, sweat glands and dental enamel causing amelogenesis imperfecta (AI) (Itin and Fistarol, 2004; Furukawa et al., 2017). Based on several previous studies, patients with mutations in *STIM1* and *ORAI1* exhibit ectodermal dysplasia with amelogenesis imperfecta, which further confirms the significance of SOCE in enamel mineralization (Feske et al., 2010; Lacruz and Feske, 2015; Silva-Rojas et al., 2020). Indeed, several loss-of-function (LoF) mutations in *STIM1* and *ORAI1* have been hitherto reported in the literature that affect enamel quite severely in both primary and permanent dentition where the severely hypomineralized enamel wears extremely rapidly (Picard et al., 2009; Wang et al., 2014; Lacruz and Feske, 2015; Lian et al., 2018). Moreover, it has been demonstrated that patients with mutations in *STIM1* or *ORAI1* exhibit a severe immune impairment (Picard et al., 2009; Lian et al., 2018).

*In vitro* experiments with ameloblast-like cells suggest that the expression of several enamel proteins encoding genes may be regulated by SOCE (Nurbaeva et al., 2015b; Zheng et al., 2015; Eckstein et al., 2019). The mechanisms by which SOCE regulates amelogenesis *in vivo* were greatly understudied as deletion of *Orai1, Stim1*, or both *Stim1/Stim2* genes results in perinatal lethality in mice, making the effective animal models with global impaired SOCE of limited use (Said et al., 2019). To address this issue, we and others have recently established ectodermal specific (i.e., Keratin14 (K14)-Cre mediated) and ameloblast-specific (AmelX-iCre) mice models where *Stim1, Stim2,* and *Orai1* genes and some of their combinations were ablated in ameloblasts to investigate the roles of SOCE in controlling ameloblast function and differentiation *in vivo* (Eckstein et al., 2017; Furukawa et al., 2017; Eckstein et al., 2019; Said et al., 2019). All of these abovementioned mice show reduced or absent SOCE in ameloblasts and have an AI phenotype with hypomineralized enamel. The main advantage of the AmelX-Cre line used here over the K14 Cre line is its ability to target gene deletion specifically in ameloblasts from the secretory stage onwards while K14-Cre line deletes genes in all layers of the enamel organ: ameloblasts, stratum intermedium and papillary layer (Klein et al., 2017).

Pilot data from our ameloblast-specific (AmelX-iCre) *Stim1* conditional deletion mouse model (Stim1 cKO) suggest a wide role of STIM1 in amelogenesis (Said et al., 2019). This paper aimed to provide a further in-depth characterization of *Stim1* mutant incisors and molars in this Stim1 cKO model. We hypothesized that amelogenesis imperfecta due to abnormal SOCE may be caused by changes in the enamel mineralization process due to altered ion transport across the ameloblast cell layer and changes in the expression of enamel matrix proteins and their proteases. To test these hypotheses, we ablated the *Stim1* gene from enamel-forming ameloblasts by crossing *Stim1* floxed mice with Amelogenin–iCre (AmelX-iCre) transgenic mice and analyzed their enamel phenotype and ameloblasts genetic profile. Our analysis showed that the expression of *Stim1* in the enamel cells of the knock-out mice was significantly reduced. These mice were found to have severely hypomineralized and thin enamel that wore rapidly, with lower calcium levels, all of which were similar to the human dental AI phenotypes. The mutant enamel phenotype was more severe in older Stim1 cKO mice compared to younger ones and changes in enamel volume were more pronounced in incisors compared to molars. Our gene expression analysis and suggests that ablation of *Stim1* affected the expression levels of the genes encoding enamel matrix proteins in incisors’ ameloblasts more considerably than in molars’ ameloblasts. Furthermore, data from our gene expression analysis of incisors’ and molars’ ameloblasts suggest that *Stim1* invalidation altered the expression of several genes encoding other calcium pumps and exchangers involved in calcium transport during amelogenesis in addition to genes associated with the cell mitochondrial kinetics and bioenergetics. Collectively, our results suggest that SOCE mediated by STIM1 is important for both the mineralization of dental enamel as well as the regulation of gene expression in ameloblasts, and thus the overall functioning of the cell.

## Materials and methods

### Generation of Stim1 cKO mice

All mice were housed in a specific pathogen-free facility and fed *ad libitum* with a normal diet and sterilized water under a periodic light/dark cycle. AmelX-iCre transgenic mice (Said et al., 2020) and Stim1^fl/fl^ mice (Oh-hora et al., 2008) were mated and the progeny bred to generate the Stim1 cKO mice (AmelX-iCre^+^; Stim1^fl/fl^) mice. AmelX-iCre^-^; Stim1^fl/fl^ mice were used as a control genotype. Genotypes were determined by tail biopsy under 3% isoflurane and by conventional polymerase chain reaction (PCR) as previously reported (Said et al., 2019). Only male mice with the desired genotypes were euthanized by an overdose of carbon dioxide followed by cervical dislocation for subsequent analyses. All animal procedures and breeding programs were approved by the University of Saskatchewan Animal Care and Use Committee and the Animal Research Ethics Board (protocol # 20170014).

### Dissecting microscopy

The mandibles were removed and dissected free of soft tissues then fixed by immersion in 10% neutral buffered formalin (NBF). The teeth were cleaned with non-woven gauze, displayed on the Nikon SMZ1000 (Nikon Corporation, Japan) dissection microscope and photographed using a Nikon digital camera DXM1200 (Nikon Corporation, Japan) for gross morphometric analysis.

### Scanning electron microscopy and energy dispersive spectroscopy

Scanning electron microscope (SEM) evaluation was performed at the Western College of Veterinary Medicine Imaging Centre at the University of Saskatchewan (Saskatoon, Canada). Ethanol-dehydrated and air-dried samples from the control and Stim1 cKO mice were mounted on metallic stubs using conductive carbon cement and degassed in a vacuum desiccator overnight. The samples were imaged using a Hitachi SU8010 Scanning Electron Microscope (Hitachi High-Tec, Tokyo, Japan) operating at an accelerating voltage of 3.0 kV. The Hitachi SU8010 is a semi-in-lens type cold field emission that offers backscattered electron (BSE) detection and energy dispersive spectroscopy (EDS) for compositional information using the AztecLiveStandard with Ultim Max 170 Detector. For BSE incisor imaging, the bony caps and soft tissue covering the mandibular incisors were carefully removed and the labial surface of the mandibular incisors was then examined at × 150 magnification in a Hitachi SU8010 scanning electron microscope using the backscatter mode. Gray levels of the BSE images were measured using the ImageJ software. For EDS, 4 beams were generated on the cusp slopes of maxillary first molars that received no processing of the enamel surface in order not to alter its composition. Comparisons were made using a total of *n* = 3 mice per group. The mandibular incisors were sectioned using a diamond saw at their site of eruption on the level of the alveolar bone crest; this level was used to assess enamel thickness relative to dentin. Thickness was measured using the ImageJ software. Mandibular first molars were sagittally sectioned at the level of mesiobuccal cusp; this level was used to assess the prismatic structure under the SEM. The molar samples were cleaned by brushing in soapy water for at least 1 min, using a medium-to-stiff and dense artist’s brush, then were put in a jar with distilled water in an ultrasonication basin for about 5 min. The samples were then polished at the following grits: 600, 800 and 1200, then they were etched with nitric acid of various concentrations (0.1%, 0.5%, 1%, 2.5%, and 5%), all prepared with distilled water (Risnes et al., 2019) and sputter coated with gold prior to imaging.

### Micro–computed tomography

Hemimandibles (weeks 2, 4, 12, *n* = 3 per each genotype) were dissected, fixed for 24 h in NBF, and stored in 70% ethanol at 4°C. Hemimandibles were then scanned with a micro–computed tomography (μCT) scanner (6.7 μm isotropic voxel size, 50 kVp, 250 μA, Al 0.5 mm filter, 0.2 rotation degree step, 440 ms exposure time; Skyscan1172, Bruker microCT, Massachusetts, United States). After 2-dimensional reconstruction with NRecon the data were imported in Amira software (https://www.fei.com) for 3D evaluation. The image data were segmented employing semiautomatic tools in order to separate the enamel from the dentine and generate 3D surface models of the teeth. The threshold value for imaging was raised until enamel was the only mineral displayed in the control group and total incisor and molar enamel volumes were measured. For mineral density analysis, incisor images were obtained perpendicular to the long axis of the incisor and parallel to the mesial root canal of the mandibular first molar as this portion of the tooth is not affected by wear yet while being fully mature and already mineralized. The mineral density (gHA/cm3) on the incisor enamel was calculated for quantitative analysis after the calibration with phantoms (SP-4002, Bruker microCT) according to the manufacturer’s instructions.

### Explarotary RNAseq and data processing

Whole incisor enamel organ (EO) cell populations of P28 old mice were carefully dissected, and total RNA was isolated using the RNeasy Micro Kit (Qiagen) from 3 samples (*n* = 1 per genotype); 1 Stim1 cKO sample (Stim1 cKO) with complete deletion of *Stim1* (AmelX-iCre^+^; Stim1^fl/fl^), 1 Stim1 heterozygous (Stim1 HT) sample with heterozygous deletion of one *Stim1* allele (AmelX-iCre^+^; Stim1^fl/wt^) and 1 control sample (Stim1 Ctrl) with no *Stim1* deletion as it was Cre negative (AmelX-iCre^-^; Stim1^fl/fl^). RNA quality was analyzed on Agilent Bioanalyzer 2100 RNA Nano chip following Agilent Technologies’ recommendation. Concentration was measured by Qubit RNA HS Assay on a Qubit fluorometer (ThermoFisher). Library preparation was performed at The Centre for Applied Genomics in The Hospital for Sick Children (Toronto, Canada) following the NEB NEBNext Ultra II Directional RNA Library Preparation protocol. Briefly, 400 ng of total RNA was used as the input material and enriched for poly-A mRNA, fragmented into the 200-300-bases range for 4 min at 94°C and converted to double stranded cDNA, end-repaired and adenylated at the 3’ to create an overhang A to allow for ligation of Illumina adapters with an overhang T; library fragments were amplified under the following conditions: initial denaturation at 98°C for 10 s, followed by 15 cycles of 98°C for 10 s, 60°C for 30 s and 72°C for 30 s, and finally an extension step for 5 min at 72°C; at the amplification step, each sample were amplified with a different barcoded adapters to allow for multiplex sequencing. One ul of the final RNA libraries was loaded on a Bioanalyzer 2100 DNA High Sensitivity chip (Agilent Technologies) to check for size; RNA libraries were quantified by qPCR using the Kapa Library Quantification Illumina/ABI Prism Kit protocol (KAPA Biosystems). Libraries were pooled in equimolar quantities and paired-end sequenced on 0.5 lanes of a High Throughput Run Mode flowcell with the V4 sequencing chemistry on an Illumina HiSeq 2500 platform following Illumina’s recommended protocol to generate paired-end reads of 126-bases in length. Quality control of raw sequencing reads was performed using FastQC and low-quality reads were removed. PHRED score and sequence duplication levels were calculated using the Galaxy platform (Jalili et al., 2021). Trimmed paired-end reads were aligned to the mouse genome using STAR ultrafast universal RNA-seq aligner.

To calculate transcript abundances, we converted raw reads to TPM values and differential expression analysis was performed using DESeq2 package. Principal component analysis and distribution analysis were used to identify outlier samples. Differences in gene expression were considered statistically significant if the adjusted *p*-value was less than 0.01 with absolute fold change >2. Enrichment analysis was performed using the gene ontology (GO) found in the Galaxy platform in addition to the PANTHER tool (PANTHER 17.0) for pathway enrichment. Data visualization was done using the DESeq2 and R packages. Heatmaps and clustering of selected genes show the highest and lowest expression for each gene displayed as blue and red (min and max), respectively. Raw and processed data have been deposited in the Gene Expression Omnibus (GEO) repository with the accession number GSE218388 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218388).

### Tooth RNA extraction and quantitative PCR

Ameloblasts were carefully isolated from the molars and incisors of mice aged between P10 to P12 (n = 3 to 4 per genotype) and used for total RNA extraction (RNeasy, Qiagen). After cDNA synthesis (SuperScript III, Thermo Fisher Scientific), the gene expression levels of amelogenin (*Amelx*), ameloblastin (*Ambn*), enamelin (*Enam*), *Orai1*, *Serca1* (expressed by the *Atp2a1* gene), *Serca2* (expressed by the *Atp2a2* gene), *Serca3* (expressed by the *Atp2a3* gene), Plasma membrane Ca2+ ATPase 1 (*Pmca1*, expressed by the *Atp2b1* gene), Plasma membrane Ca2+ ATPase 4 (*Pmca4*, expressed by the *Atp2b4* gene), Na+/Ca2+-K+ exchanger (*NCKX4*, expressed by the *Slc24a4* gene), mitochondrially encoded ATP synthase membrane subunit 6 (*mt-Atp6*), Mitochondrially Encoded NADH:Ubiquinone Oxidoreductase Core Subunit 1 (*mt-Nd1*) and vimentin (*Vim*) (to exclude pulp cells contamination in molars ameloblasts) were assessed by quantitative polymerase chain reaction (RT-qPCR; Applied Biosystem PowerUp SYBR™ Green Master Mix, Thermo Fisher Scientific, Waltham, Massachusetts, United States) with the 2^−ΔΔCT^ method. Ameloblasts were also carefully isolated from the molars (P14) and incisors (P28) to assess the expression levels of *Stim1* and *Stim2.* Quantification was calculated relative to the housekeeping B*-actin* gene. All primer sequences were obtained from previous publications or Primer Bank (http://pga.mgh.harvard.edu/primerbank/; Supplementary Table S1).

### Immunohistochemistry

Mouse heads were sectioned in a coronal (P5) and sagittal plane (P14). The samples (*n* = 3 to 4 per genotype) were then fixed in neutral buffered formalin (NBF) and demineralized by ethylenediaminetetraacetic acid (EDTA). Paraffin sections (6 μm) were immune stained to assess STIM1, AMLEX, kallikrein 4 (KLK4) and matrix metalloprotease 20 (MMP20) protein cellular and tissue localization using a rabbit Anti-AMELX antibody (1:1000, ab153915), a rabbit Anti-STIM1 (1:200, LSC34692), a rabbit Anti-KLK4 (1:50, PA5-109888) and a rabbit Anti-MMP20 (1:100, ab198815) after antigen retrievals using proteinase K (DAKO, Santa Clara, USA). Primary antibodies were diluted with an antibody diluent containing phosphate-buffered saline (PBS), bovine serum albumin (BSA), and glycerol (DAKO, Santa Clara, United States). Following several washes by PBS + 1% BSA, the sections were incubated for 30 min with a Horseradish Peroxidase (HRP) conjugated goat anti-rabbit secondary antibody (DAKO, Santa Clara, USA). Visualization with 3-3′diaminobenzidine (DAB) was performed using the peroxidase substrate kit DAB (ab64238, Abcam Laboratories, Cambridge, United Kingdom) instructions, and the reaction was stopped after 5 min of exposure. Consecutive serial sections from the same mouse models incubated with rabbit serum instead of primary antibody were used as a control. Sections were then mounted and photographed with an EVOS 5000 microscope.

### Statistics

All data are presented as mean ± SEM. Student’s t-test was used to compare the RT-qPCR relative gene expression, enamel thickness, BSE gray levels and mineral composition. A *p*-value < 0.05 was considered significant.

## Results

### Tissue-specific deletion of Stim1

The expression levels of *Stim1* and *Stim2* mRNA were measured to confirm the conditional deletion of *Stim1* in P14 M and P28 incisors’ ameloblasts. The *Stim1* expression levels were significantly reduced in Stim1 cKO mice (Figures 1A, B). *Stim2* expression showed no significant difference between the genotypes (Figures 1A, B). Immunohistochemical analysis of two weeks old mice ameloblasts was also performed to identify the protein abundance and localization of STIM1. Control mice showed higher STIM1 signals in the maturation stage ameloblasts as compared with those in the secretory stage. Signals for STIM1 were almost undetectable in incisor ameloblasts of Stim1 cKO mice (Figure 1C). In both groups, STIM1 signals were still clearly detected in mesenchymal-derived tissues and non-ameloblast cell populations indicating that *Stim1* was successfully knocked out specifically in enamel-forming cells and the Cre recombinase effect did not leak to adjacent tissues.

**FIGURE 1:**
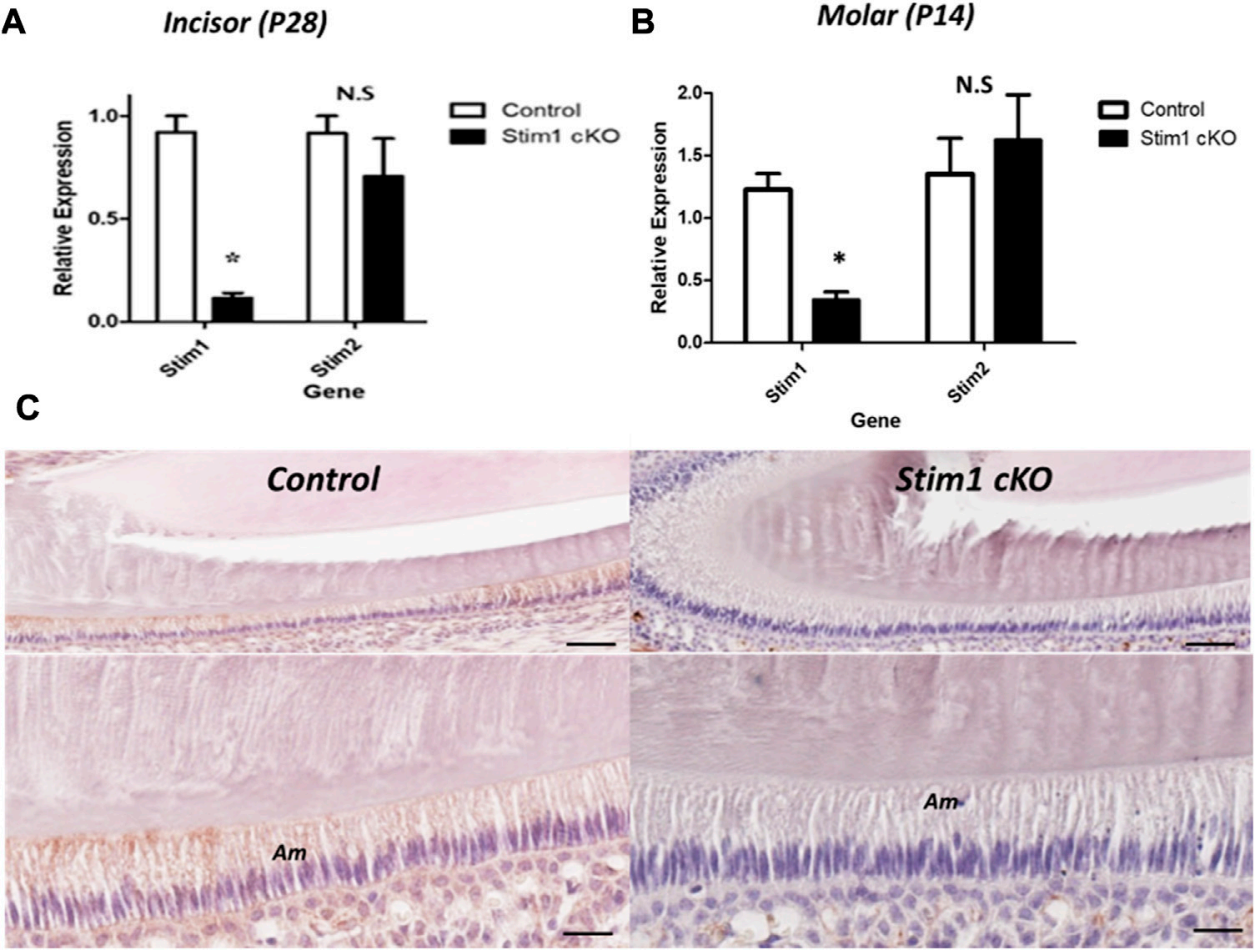
Characterization of Stim1 gene deletion. **(A,B)** RT-qPCR analysis in control and Stim1 cKO ameloblasts collected at postnatal day 28 (P28) from incisors **(A)** and at postnatal day 14 (P14) from molars **(B)** showed that the expression levels of *Stim1* were significantly reduced after *Stim1* deletion while the levels of its analog *Stim2* were not significantly reduced. **(C)** IHC of STIM1 antibody confirmed deletion of STIM1 protein in the ameloblasts of incisor teeth collected at postnatal day 14; STIM1 was robustly expressed in the ameloblasts (Am) in control mice while it was barely detected in *Stim1* conditional knock-out mice. The low mag images of the upper panel are enlarged in the lower panel for each sample. Am, ameloblasts. Scale bars; **(C)** 80 μm in low mag panels, 40 μm in high mag panels. (*p < 0.01), N.S; non-significant.

### Stim1 cKO mice displayed amelogenesis imperfecta (AI) phenotypes

To assess the effect of loss of STIM1 in enamel, we conducted a detailed examination of the dentition of 4 weeks old male Stim1 cKO mice and compared these to their age-matched control littermates. The teeth shape in the control and cKO mice appeared to be normal. Gross visual inspection of the incisors of Stim1 cKO mice showed an abnormal chalky-white appearance which is often associated with hypomineralization or enamel loss (Figure 2A). Stim1 cKO mice showed greatly reduced enamel at the incisor tips (Figure 2A arrows). The incisor relative enamel thickness (i.e., enamel thickness divided by enamel and dentin thickness) was significantly reduced in Stim1 cKO mice compared to the control (Figure 2B). When imaged using BSE microscopy mode, Stim1 cKO incisors displayed rough enamel surfaces with a lower degree of mineralization and several gray hypomineralized spots (Figure 2C). Indeed, quantitative analysis (*n* = 3 per group) showed that the enamel of the incisors was thinner and less mineralized in Stim1 cKO mice compared to controls (Figure 2D). No noticeable differences were observed in the enamel phenotype of Stim1 cKO between female and male mice (data not shown).

**FIGURE 2:**
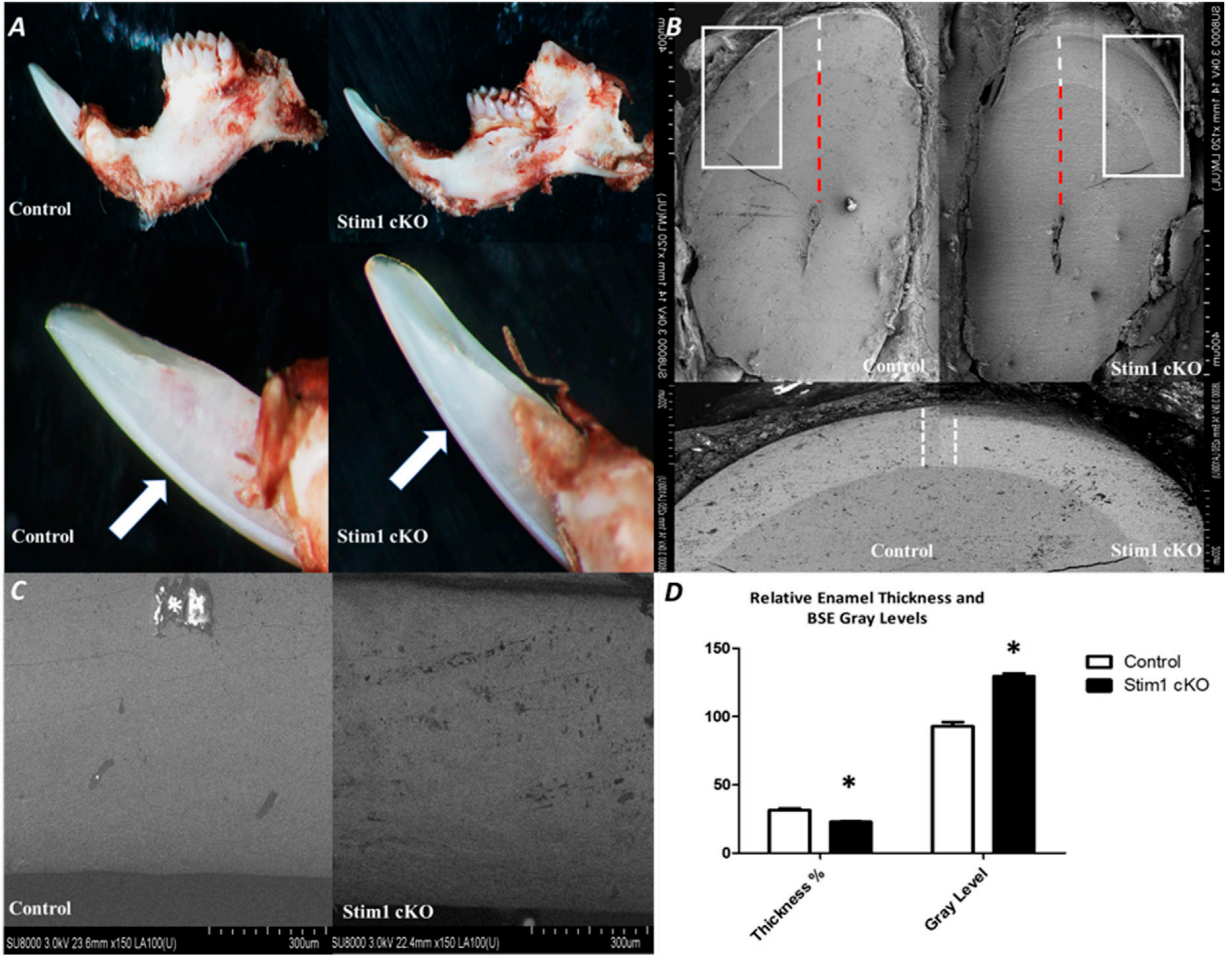
Phenotypic analysis of Stim1 cKO incisors **(A)** Gross visual inspection of the P28 incisors of Stim1 cKO mice showed an abnormal chalky-white appearance that is often associated with hypomineralization or enamel loss. Stim1cKO mice showed a greatly reduced enamel thickness closer to the incisor tips (arrows). **(B)** Stim1 cKO incisor displayed a clearly reduced enamel thickness (white dotted line) as compared with control. For quantitative analysis, we measure the enamel thickness and divided it by the total of enamel and dentin (red dotted line) to attain a more representative measure of enamel thickness relative to the crown. **(C)** Backscatter scanning electron microscopy of mid labial surface of control and Stim1 cKO incisors. The Stim1 cKO incisors showed a weaker signal with higher gray levels associated with more abraded enamel surfaces. White spots are overcharging artifacts (star). **(D)** Quantitative analysis of relative enamel thickness and BSE gray levels (*p < 0.01).

In the molars, the number and shape of cusps were unchanged between Stim1 cKO and control mice. This indicates that no early developmental disruptions in tooth formation occurred as the number and morphology of cusps are established prenatally. However, SEM imaging revealed significant shape changes (attrition) in the cusp tips of Stim1 cKO mice relative to the control (Figure 3A, arrows). In the area of the highly resilient wavy gnarled enamel, Stim1 cKO mice showed a less compact condensation of gnarled prisms which renders the enamel significantly weaker and greatly impairs its ability to withstand occlusal forces (Figure 3B). Indeed, higher magnification of the ground sections revealed that the crystallites in the bulk enamel in Stim1 cKO mice were less impacted. Moreover, enamel rods were thin, disorganized, and more porous compared with control mice (Figure 3B, stars). This disruption of the rod-interrod pattern may be indicative of changes in the depositional pattern of the enamel matrix. The molar enamel thickness was significantly reduced in Stim1 cKO mice compared to the control.

**FIGURE 3:**
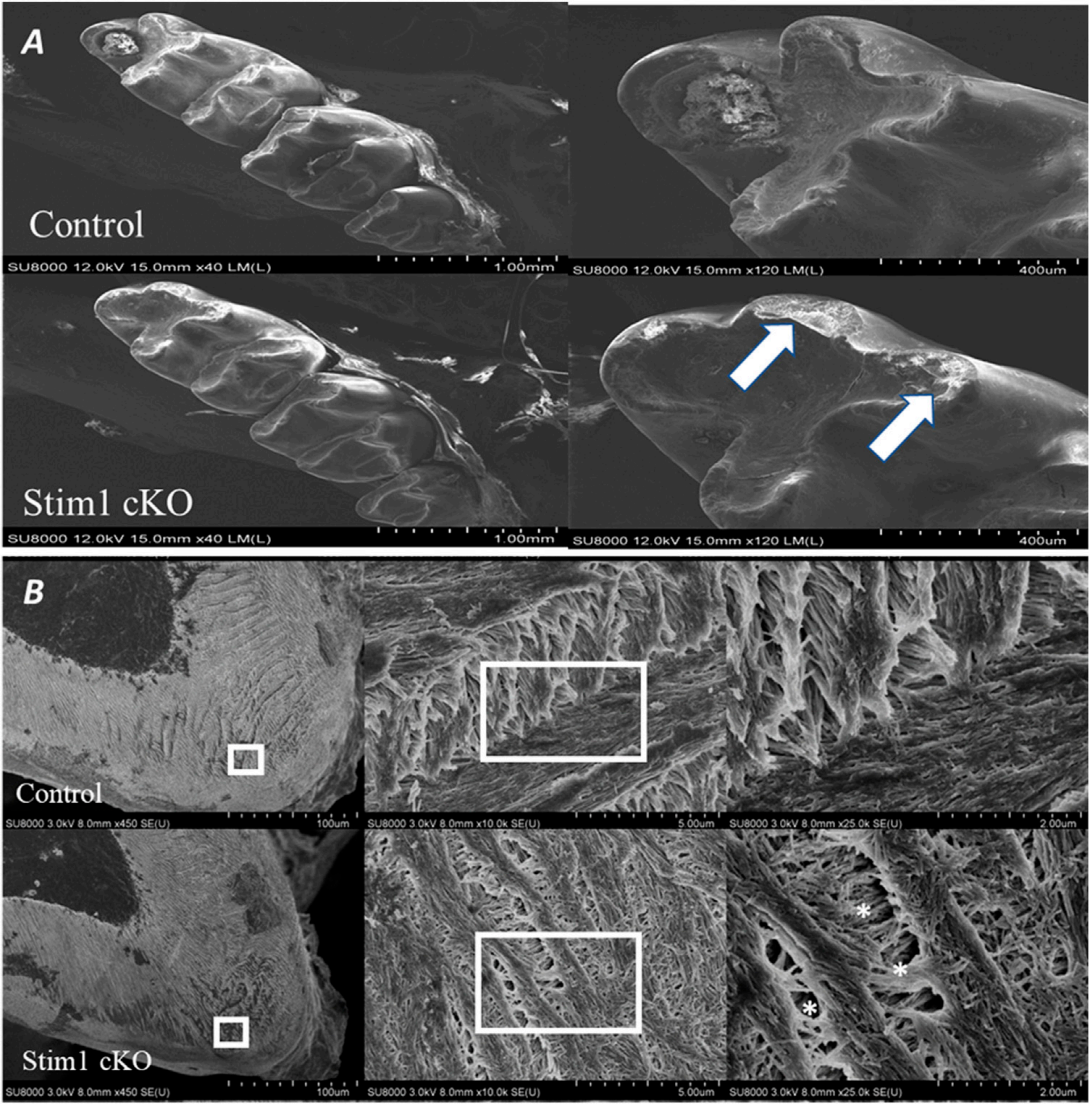
Phenotype analysis of 4-week old control and Stim1 cKO mice molars. **(A)** Representative scanning electron microscope (SEM) images of control and Stim1 cKO mice molars. The number and shape of cusps seem unchanged between Stim1 cKO and control mice. However, Stim1 cKO molars displayed significant attrition on the occlusal surfaces when compared with control. The arrows indicate the attritional defects on the occlusal surfaces of the cusps. **(B)** SEM photographs taken at a sagittal section cut through the mandibular first molar. In the area of the highly resilient wavy gnarled enamel, Stim1 cKO mice showed a less compact condensation of gnarled prisms. Higher magnification of the ground sections revealed that crystallites in the bulk enamel in Stim1 cKO mice were less impacted and enamel rods were thin, disorganized, and more porous (stars) as compared with control mice. The rectangular areas are enlarged in the right panel of each image.

### Stim1 cKO resulted in enamel hypomineralization

To investigate the quality and quantity of enamel mineralization, control and Stim1 cKO hemimandibles were imaged by 3D microcomputed tomography (μCT) at 3 time points (2, 4 and 12 weeks). The threshold value for imaging was raised until enamel became the only mineral displayed in the control group (Figures 4A, B). In 4 and 12 weeks old mice, Stim1 cKO mice showed a significantly reduced volume of high-density mineral relative to the control, especially in the mastication surfaces (incisor tips and molar cusps) (Figure 4B, arrows). Quantitative measurements revealed that the enamel volume and mineral density in Stim1 cKO mice were significantly diminished when compared with the enamel of the control mice. These differences became more significantly pronounced as mice aged (Figures 4C, D). Moreover, the threshold volume of mineralized enamel was reduced in incisors more significantly compared to molars in both young (P14) and old (12 weeks) mice (Figures 4E, F).

**FIGURE 4:**
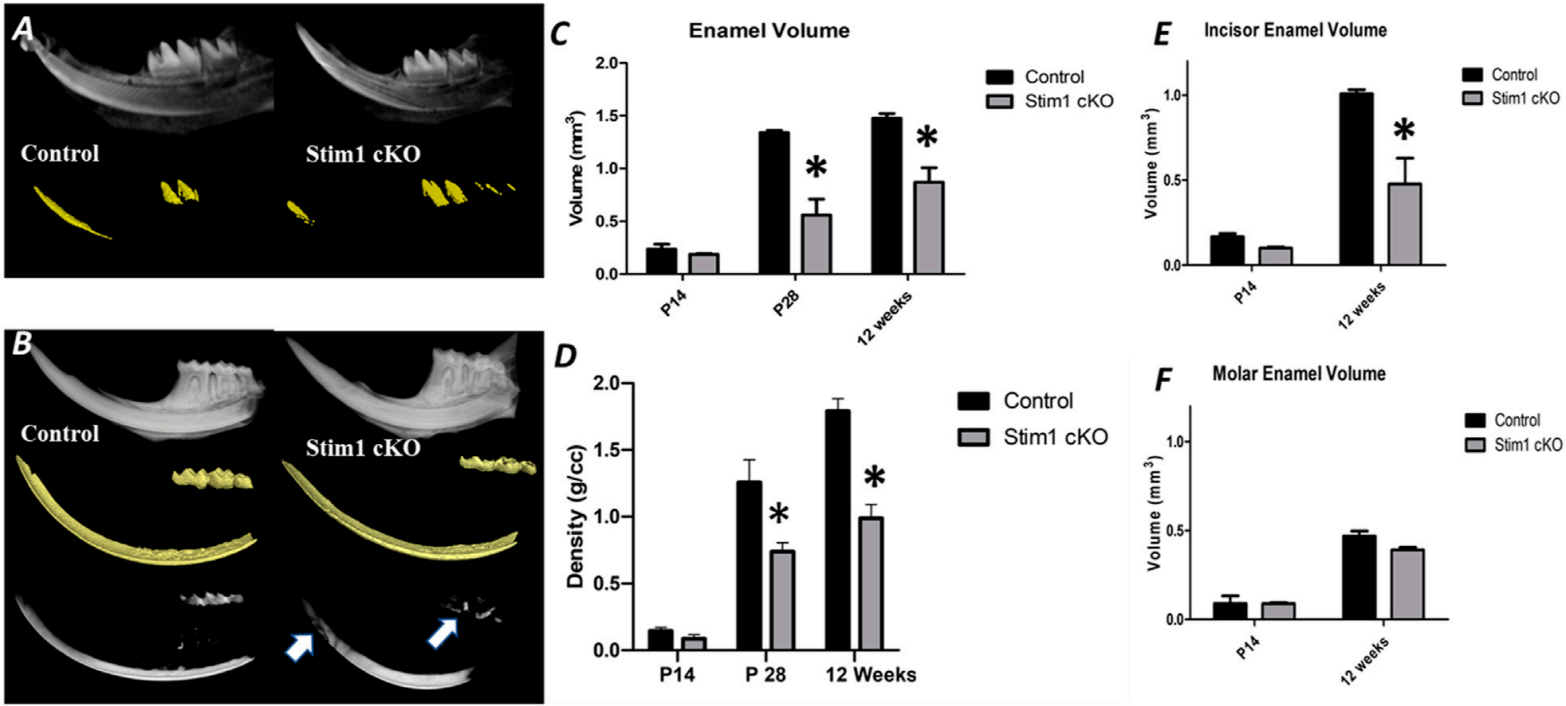
Micro-computed tomography (μCT) analysis of enamel. **(A,B)** A 3D μ CT of the control (left column) and Stim1 cKO (right column) hemimandibles collected from mice at postnatal day 14 (P14) **(A)** and 12 weeks **(B)**. The Stim1 cKO mice showed loss of enamel volume (color-coded gold) and thickness in Stim1 relative to their control littermates in incisors and molars at 12 weeks while no significant differences were noticed at P14. For 12 weeks samples the threshold value for imaging was raised until enamel was the only mineral displayed in the control group. the enamel of the teeth working surfaces (i.e., incisor tips and molar cusps) does not reach the threshold level in the Stim1 cKO mice (B, arrows). Quantitative analysis for enamel volume **(C)** and enamel mineralization **(D)** showed that Stim1 cKO enamel displayed reduced volume and mineral densities that increases with age. The threshold volume of mineralized enamel was reduced in incisors **(E)** more significantly compared to molars **(F)** in both young (P14) and old (12 weeks) mice (mean ± SEM of *n* = 3 mice per group; *p < 0.05).

To further assess enamel mineralization, we assessed changes in elemental composition in enamel using energy dispersive x-ray spectroscopy (EDS) (Figure 5A). Results showed that the enamel of Stim1 cKO mice is calcium deficient, with a very significant loss of the calcium amount found in controls (Figure 5B). Other key elements present in mineralized enamel, such as phosphorus, were also lower in Stim1 cKO mice than in controls albeit non-significantly. No significant difference was noted in the Ca/P ratio between the Stim1 cKO mice (1.95 ± 0.25) and control mice (2.08 ± 0.22). However, the Ca/C ratio was significantly lower in Stim1 cKO mice (1.22 ± 0.19) compared to control mice (3.60 ± 0.68). On the other hand, data extrapolated from the previous EDS analysis of the labial surface of the incisors done during our pilot study (Said et al., 2019) showed that *Stim1* deletion resulted in a more significant drop of calcium content and the both the Ca/P and Ca/C were more significantly reduced in Stim1 cKO incisors compared to control (Ca/P; 2.92 ± 0.13 in control incisors and 1.42 ± 0.18 in Stim1 cKO, Ca/C; 5.31 ± 1.48 in control incisors and 1.14 ± 0.07 in Stim1 cKO) (Supplementary Figures S1A, B).

**FIGURE 5:**
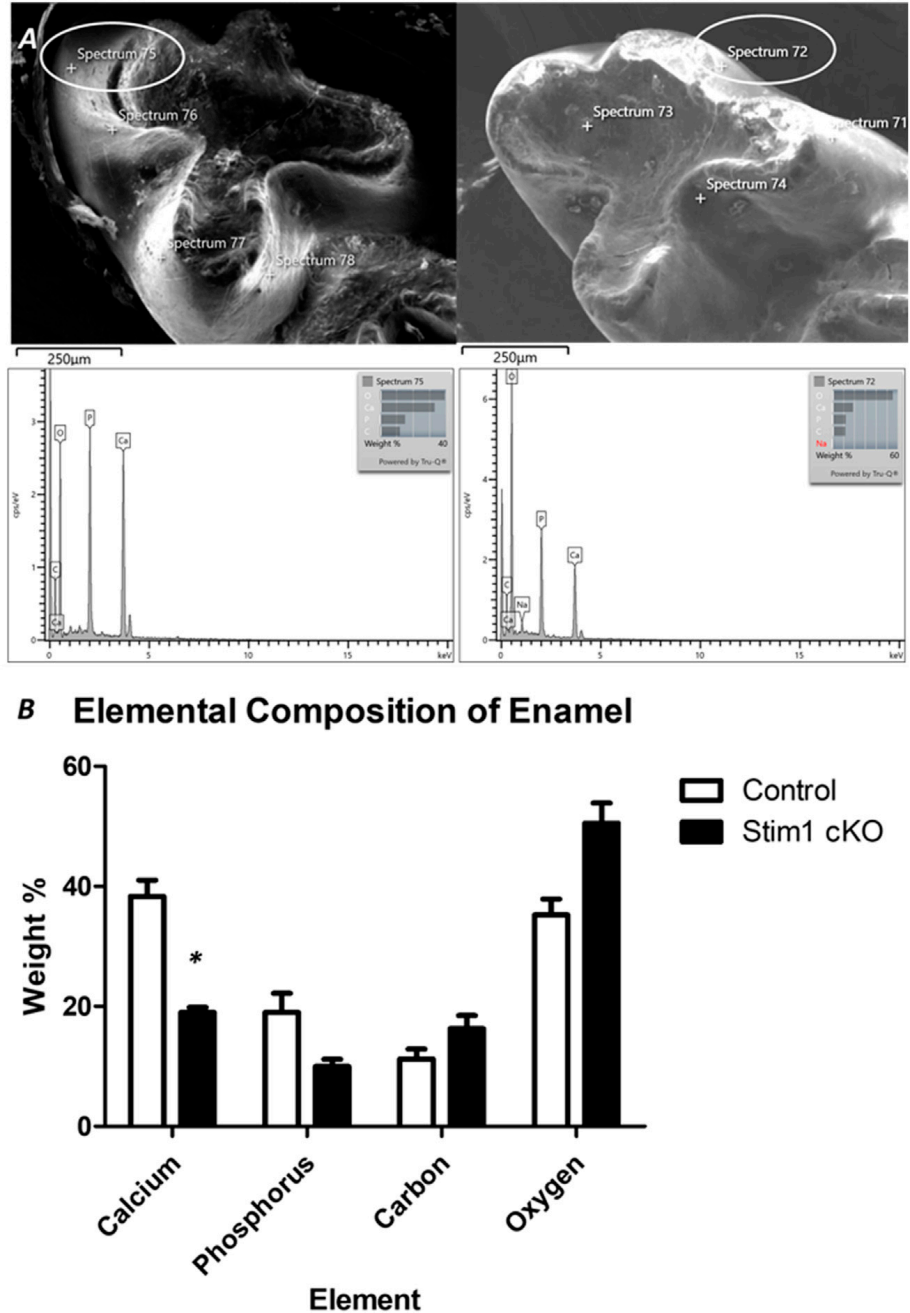
Elemental composition analysis of enamel. **(A)** To assess enamel mineralization, we analyzed changes in elemental composition in enamel using energy dispersive x-ray spectroscopy (EDS). For EDS, 4 beams were generated on the cusp slopes of maxillary first molars that received no processing of the enamel surface in order not to alter its composition. The lower row shows the peaks generated from the circled areas. **(B)** Quantitative analysis of representative average measurements taken by EDS of elemental composition of the enamel of control and Stim1 cKO enamel. Results show that the enamel of Stim1 cKO mice is Ca deficient, with a very significant loss of the Ca amount found in controls (Figure 5B). Other key elements present in mineralized enamel, such as phosphate (P), were also lower in Stim1 cKO mice compare to controls albeit non-significantly. (mean ± SEM of *n* = 3 mice per group; *p < 0.05).

### Altered gene expression in incisors’ ameloblasts of Stim1 cKO mice

To analyze the effects of SOCE deficiency in ameloblasts more comprehensively, we extracted RNA from the entire ameloblast populations isolated from the whole incisor enamel organ (EO) of P28 old mice and analyzed global gene expression by RNA sequencing (RNAseq). 

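The enamel organ is the epithelium that forms enamel, and it includes the ameloblasts. RNA from the whole incisor enamel organ of mice aged 28 days was sequenced in 3 libraries, with 1 library per genotype. No genotype had a replicate, so the spread between mice of one genotype is not known. In the methods of the paper, polyadenylated RNA was enriched and made into libraries with a directional NEBNext kit, whereas the labels of the deposited data name a SMARTER kit. Paired-end reads were trimmed and aligned to the mouse genome with STAR. The text of the paper does not name the genome build, the gene annotation or the counting tool. The authors deposited the counts of reads per gene, without normalization, for 20937 gene symbols. The counts sum to 21496136 in Stim1 cKO, 20216507 in Stim1 HT and 28265960 in Stim1 Ctrl. The smallest count in any library is 1, so a gene without a read in any one of the 3 libraries is not listed. In 25 rows the gene symbol had been turned into a date, and these rows hold 0.154% of the counts.

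Counts were scaled between libraries by edgeR's TMM method, with factors of 1.13 for Stim1 cKO, 0.975 for Stim1 HT and 0.911 for Stim1 Ctrl. Expression levels are given as TMM-scaled CPM, which are counts relative to library size. A count of 3, taken as the limit of detection, equals 0.124 CPM in Stim1 cKO, 0.152 in Stim1 HT and 0.117 in Stim1 Ctrl, and covers counting error only. Stim1 cKO was compared with the grouped Stim1 HT and Stim1 Ctrl libraries, as in the paper, over the 18702 genes with enough counts. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p-value under 0.01 and a fold change over 2. The only spread that this test can use is the difference between Stim1 HT and Stim1 Ctrl, which differ in genotype. Gene positions are those of GENCODE M21 on GRCm38, in which 20712 of the symbols were found. Counts of genes with overlapping exons are uncertain, since the strand setting of the counting is not stated.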

The ameloblasts’ RNA was extracted from 3 samples (*n* = 1 per genotype); 1 Stim1 cKO sample with complete deletion of *Stim1*, 1 Stim1 HT sample with heterozygous deletion of one *Stim1* allele and 1 Stim1 Ctrl with no *Stim1* deletion as it was Cre negative. 

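Stim1, the targeted gene, lies on chromosome 7 from 102267806 to 102437319. Its expression level was 72.8 CPM in Stim1 cKO, 129 CPM in Stim1 HT and 186 CPM in Stim1 Ctrl, in the order of the number of intact alleles. The log2 ratio of Stim1 cKO was -0.82 to Stim1 HT and -1.36 to Stim1 Ctrl, while the log2 ratio of Stim1 HT to Stim1 Ctrl was -0.53. Against the grouped controls, Stim1 had a log2 fold change of -1.11 and an adjusted p of 0.106 in edgeR's quasi-likelihood test, which did not pass the threshold. The Stim1 cKO library still held 1763 counts of Stim1. The counts are per gene, so those of the deleted exons cannot be separated from the rest, nor those of ameloblasts from those of other cells. Stim2, the paralog on chromosome 5 from 53998499 to 54121057, was at 49.3 CPM in Stim1 cKO, 69.5 CPM in Stim1 HT and 73.3 CPM in Stim1 Ctrl. Its log2 fold change was -0.53, with an adjusted p of 0.209 in the same edgeR test. Stim2, which was not targeted, thus had the same order of libraries as Stim1. So did Slc8a3, at 25.2, 51.0 and 63.3 CPM, and the order alone does not show an effect of the number of Stim1 alleles.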

Interestingly, Stim1 heterozygous knock-out mice did not show a clear loss-of-function enamel phenotype which may indicate that the *Stim1* gene is relatively haplosufficient during amelogenesis. Moreover, hierarchical clustering of the samples showed that the Stim1 HT and Stim1 Ctrl had a relatively similar gene expression profiles (Figure 6A). 

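The distance between each pair of libraries was taken as the Euclidean distance of log2(CPM + 1) over the genes tested. It was 76.8 between Stim1 HT and Stim1 Ctrl, 139 between Stim1 cKO and Stim1 HT, and 167 between Stim1 cKO and Stim1 Ctrl. The distance between Stim1 HT and Stim1 Ctrl was 0.551 of that between Stim1 cKO and its nearer control, with a 95% interval of 0.533 to 0.571 from resampling genes. That interval describes the genes of these libraries and not the spread between mice. Among the settings with a Euclidean distance, a pseudocount of 0.1 moved this ratio most, to 0.629. It was 0.267 with 1 minus the Pearson correlation, which is on another scale, so the size of that shift cannot be compared. Stim1 HT and Stim1 Ctrl were the nearest pair under each of the settings tried. Differences over 2-fold were counted on the log2(CPM + 1) scale, which shrinks ratios at low levels. Among 14977 genes with a mean of at least 50 counts, 844 differed that much between Stim1 HT and Stim1 Ctrl. The corresponding number was 3642 between Stim1 cKO and Stim1 HT and 4256 between Stim1 cKO and Stim1 Ctrl.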

The three samples showed very low read counts of vimentin when compared to the much higher read counts of *AmelX* and *Ambn* transcripts, which indicates a minimal degree of mesenchymal contamination. 

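Vim encodes vimentin, an intermediate filament protein of mesenchymal cells, and lies on chromosome 2 from 13573927 to 13582826. It had 11281 counts in Stim1 cKO, 26997 in Stim1 HT and 42094 in Stim1 Ctrl. For each count of Vim, there were 4.43 counts of Amelx in Stim1 cKO (95% interval 4.34 to 4.52, Wilson), 14.6 in Stim1 HT (14.4 to 14.8) and 8.61 in Stim1 Ctrl (8.53 to 8.70). The ratio of Ambn to Vim was 2.46 in Stim1 cKO (2.41 to 2.52), 6.79 in Stim1 HT (6.71 to 6.88) and 4.32 in Stim1 Ctrl (4.28 to 4.37). These intervals cover counting error within a library only. Dividing the counts by exon length moved the ratios most, to 21.04 for Amelx and 6.09 for Ambn in Stim1 cKO. The ratio of Enam to Vim was 0.614 in Stim1 cKO, 1.26 in Stim1 HT and 1.13 in Stim1 Ctrl. That of Col1a1, of type I collagen, was 45.3, 16.5 and 22.8 in the same order, above that of Amelx in each library. Divided by exon length, the ratio of Col1a1 was above that of Amelx in Stim1 cKO only, at 32.7. From the read counts of vimentin, AmelX and Ambn, the paper reasons that the degree of mesenchymal contamination was minimal.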

We identified a total of 2277 differentially expressed genes in Stim1 cKO compared to the grouped Stim1 HT and Ctrl cells, of which 1264 were significantly upregulated and 1014 genes were significantly downregulated (adjusted *p*-value <0.01, absolute fold change >2) (Figure 6B) (Supplementary Datasheet S1).

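With the thresholds of the paper, edgeR's quasi-likelihood test called 14 genes in Stim1 cKO, of which 14 were higher and 0 lower. An unadjusted p-value under 0.05 was reached by 5961 of the genes tested, in both directions. Of the choices tried, the test moved the number of calls most, and DESeq2 is the test that the paper names. DESeq2 called 1987 genes with Benjamini-Hochberg adjustment, 1107 of them higher and 880 lower, and 1991 genes when its fold changes were shrunk. On counts simulated with 200 changed genes and the same 1 against 2 libraries, at a dispersion of 0.1, edgeR called 44 of the changed genes at a log2 fold change of 2 and 162 at 3. DESeq2 called 60 and 159 of them, and also called 12 unchanged genes at a log2 fold change of 3, where edgeR called 2. At a log2 fold change of 2 both called 0 unchanged genes, and at 5 DESeq2 called 1 and edgeR 0. Every simulated gene had the same dispersion and few were changed, unlike the data. The simulation therefore does not explain the gap between 14 and 1987 calls. The paper's table of differentially expressed genes holds 2277 genes, of which 1920 are listed by symbol in the deposited counts and 1919 were tested. For all 1919 of these genes, the log2 fold change had the sign given in the paper's table. Since that table was selected from the same libraries at over 2-fold, this could hardly have come out otherwise and is not independent evidence.

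5430402E10Rik on chromosome X, from 77919786 to 77925062, had 14192 counts in Stim1 cKO, 3 in Stim1 HT and 2 in Stim1 Ctrl, and was at least 3850-fold higher in Stim1 cKO. Its adjusted p was 0.00351 in edgeR's quasi-likelihood test. Obp2a, Gm14744 and Mup4 were also among the genes with the largest ratio to the nearer control on the log2(CPM + 1) scale, among those with a mean of at least 50 counts, and Mup4 belongs to a family of near-identical genes whose reads the counting could have split. Ranked in the same way, the genes that fell most were Arhgap36, Myh7, Prr32, Chrna1 and Myh3, with log2 fold changes between -5.75 and -4.67. Arhgap36 fell from 174 CPM in Stim1 HT and 266 CPM in Stim1 Ctrl to 4.09 CPM in Stim1 cKO, with an adjusted p of 0.0141 in the same edgeR test. Each of these fold changes rests on 1 Stim1 cKO library.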

**FIGURE 6:**
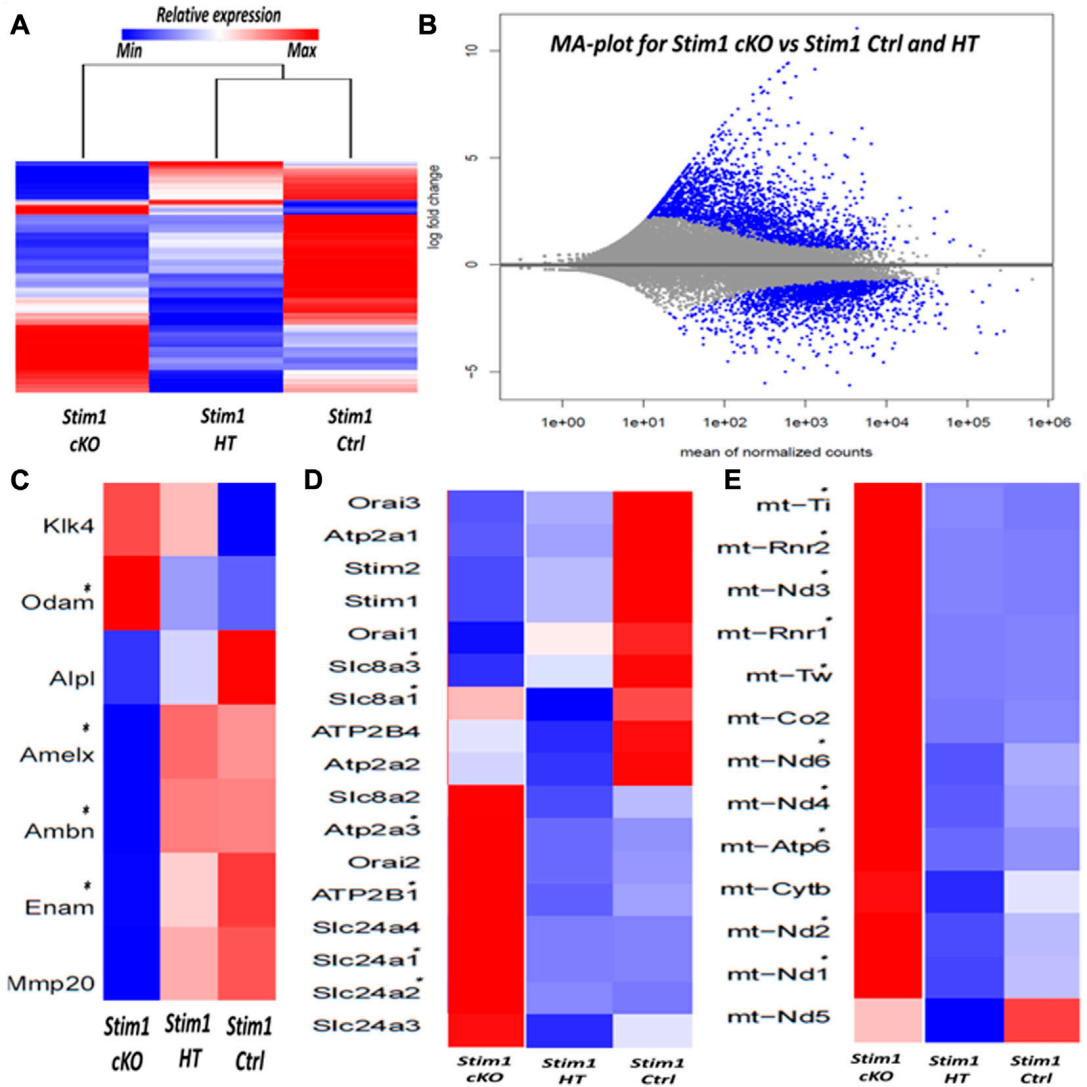
RNA sequencing of enamel organ cells in Stim1 cKO incisors mice highlights changes in enamel proteins and mitochondrial pathways **(A)** Heatmap and dendrogram showing clustering of samples with similar gene expression, the genetic profile of Stim1 HT was closely correlated to Stim1 Ctrl **(B)** MA plot of magnitude of differential gene expression in Stim1 cKO compared to both Stim1 HT and Stim1 Ctrl (shown as the log base 2 of magnitude of mean expression difference on the *y*-axis *versus* the mean of normalized counts on the *x*-axis). The differentially expressed genes (adj. *p* < 0.01, absolute fold change of more than 2) are shown in blue. **(C)** Heatmap based on the expression of enamel genes. Clear differences in expression can be observed in *AmelX, Ambn, Enam and Odam* in Stim1 cKO compared to both Stim1 HT and Stim1 Ctrl. No clear differences were found between the Stim1 HT and Stim1 Ctrl in the expression of the main enamel genes **(D)** Heatmap based on the expression of genes involved in calcium transport. Several differences in expression can be observed in genes encoding the calcium pumps SERCA3, PMCA1 in addition to the calcium exchangers NCKX1 and NCKX2 in Stim1 cKO compared to both Stim1 HT and Stim1 Ctrl. NCKX4 was also upregulated in Stim1 cKO mice with an adjusted *p*-value that is near significance (adj. *p* < 0.05) **(E)** A heatmap showing the expression levels of several mitochondrial RNA’s. Of interest, expression of several NADH dehydrogenase and cytochrome oxidase subunits were upregulated in Stim1 cKO amelobalsts. No clear differences were found between the Stim1 HT and Stim1 in the expressions of most of these mitochondrial subunits (*adjusted *p* < 0.01).

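Between Stim1 HT and Stim1 Ctrl, the log2 ratios of the 7 enamel genes of Figure 6C ranged from -0.24 to 1.39. The ratio was 0.51 for Amelx, 0.40 for Ambn and -0.11 for Enam. It exceeded 2-fold in 2 genes, Odam at 1.39 and Klk4 at 1.24, which were higher in Stim1 HT. In 5 of the 7 genes, the gap between Stim1 HT and Stim1 Ctrl was smaller than both gaps to Stim1 cKO. With 1 library of each genotype, no test of Stim1 HT against Stim1 Ctrl was possible.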

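In the 12 mitochondrially encoded genes of Figure 6E that were tested, the log2 ratio of Stim1 HT to Stim1 Ctrl ranged from -0.61 for mt-Nd5 to 0.40 for mt-Rnr2. It exceeded 2-fold in 0 of the 12 genes. In 11 of them, the gap between Stim1 HT and Stim1 Ctrl was smaller than both gaps to Stim1 cKO, the exception being mt-Nd5. The difference between these 2 libraries has no replicate check.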

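Amelx, on chromosome X from 169176114 to 169187200, encodes amelogenin, the main protein of the enamel matrix. Its expression level was 2065 CPM in Stim1 cKO, 20016 CPM in Stim1 HT and 14087 CPM in Stim1 Ctrl, a log2 fold change of -3.05. The adjusted p was 0.0445 in edgeR's quasi-likelihood test, above the threshold of 0.01. The DESeq2 settings moved it most among the alternatives tried. DESeq2 without shrinkage gave an adjusted p of 3.40e-17 at a log2 fold change of -3.05 (standard error 0.338). Over all alternatives the adjusted p ranged from 3.35e-17, with shrunken DESeq2 on all listed genes, to 0.0751. Ambn, which encodes ameloblastin on chromosome 5 from 88455991 to 88468531, was at 1149 CPM in Stim1 cKO, 9312 CPM in Stim1 HT and 7071 CPM in Stim1 Ctrl. This was a log2 fold change of -2.83, with an adjusted p of 0.0401 in edgeR's test. Enam, which encodes enamelin on chromosome 5 from 88487975 to 88506049, was at 286 CPM in Stim1 cKO, 1722 CPM in Stim1 HT and 1856 CPM in Stim1 Ctrl. Enam had a log2 fold change of -2.64, with an adjusted p of 0.0295 in edgeR's test. Odam, on chromosome 5 from 87885029 to 87894174, was the one enamel gene of Figure 6C that was higher in Stim1 cKO than in both controls, at 694 CPM against 196 CPM in Stim1 HT and 75.1 CPM in Stim1 Ctrl. Odam had a log2 fold change of 2.35, with an adjusted p of 0.0665 in edgeR's test.

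Of the 7 genes, 0 had an adjusted p under 0.01 over all genes and 3 had one when adjusted over the list alone. The study chose the list on these samples, so the second count is not independent evidence. An unadjusted p under 0.05 was reached by 5 of the 7 genes. DESeq2 called 4 of them, Amelx, Ambn, Enam and Odam. Mmp20 (-0.39), Alpl (-0.86) and Klk4 (0.44) had smaller log2 fold changes, and that of Klk4 changed sign to -0.06 against Stim1 HT alone.

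**Figure D1:**
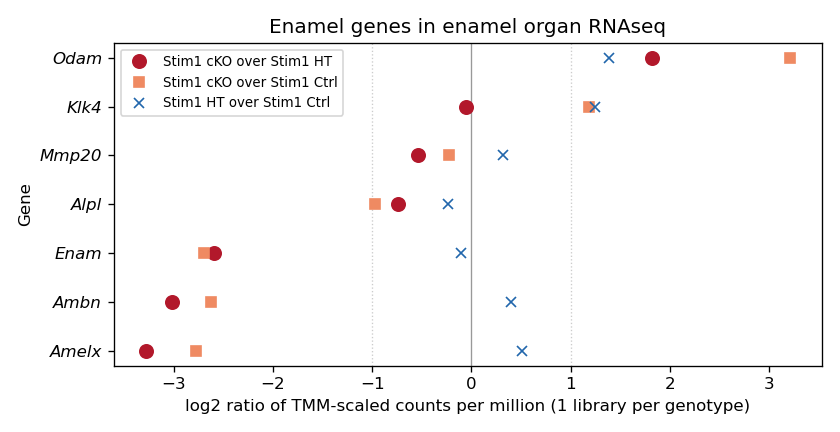
Log2 ratios of TMM-scaled CPM for the 7 enamel genes of Figure 6C (vertical axis), with 1 library per genotype. Circles show Stim1 cKO over Stim1 HT, squares Stim1 cKO over Stim1 Ctrl and crosses Stim1 HT over Stim1 Ctrl, and dotted lines mark 2-fold differences. Amelx, Ambn and Enam lie between -3.28 and -2.59 in both ratios of Stim1 cKO, while Odam lies at 1.82 against Stim1 HT and 3.21 against Stim1 Ctrl.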

The exploratory RNAseq data indicate that *Stim1* deficient mice showed considerably lower average values in the expression of the enamel genes *AmelX, Enam and Ambn* and higher average values in the expression of Odontogenic ameloblast-associated protein (*Odam*) compared to both Stim1 HT and Ctrl cells (Figure 6C). Moreover, loss of *Stim1* appears to cause additional changes in the expression of several genes that encode calcium pumps and exchangers that are thought to be involved in transcellular calcium transport during amelogenesis. Indeed, Stim1 cKO ameloblasts showed higher expression levels of the SERCA3 pump (encoded by the gene *Atp2a3*) and the Plasma membrane Ca2+ ATPase 1 (PMCA1 pumps) (encoded by the *Atp2b1* gene). Furthermore, the expression levels of the Na+/Ca2+-K+ exchangers 1 & 2 (NCKX1 & 2; encoded by the genes *Slc24a1 & 2,* respectively) were also upregulated in Stim1 cKO ameloblasts (Figure 6D). 

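The 17 genes of Figure 6D encode calcium release-activated channels, their sensors, calcium pumps and sodium-calcium exchangers. Of these, 8 were higher in Stim1 cKO than in both controls and 6 were lower than in both. Over all genes, 0 of the 17 had an adjusted p under 0.01 in edgeR's quasi-likelihood test, while 2 had one when adjusted over the list alone, a list that the study chose on these samples and that is not independent evidence. An unadjusted p under 0.05 was reached by 8 of them. With DESeq2, the alternative that moved the family most, 4 of the 17 were called. The log2 ratio of Stim1 HT to Stim1 Ctrl lay between -0.87 and 0.59 across the list.

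Orai1, the pore subunit of the store-operated channel, was at 10.8 CPM in Stim1 cKO, 23.7 CPM in Stim1 HT and 24.3 CPM in Stim1 Ctrl. Its log2 fold change was -1.15 (adjusted p 0.0730, edgeR), and its exons overlap the antisense gene Gm2479. Atp2a1, which encodes SERCA1 and overlaps the antisense gene Rabep2, had a log2 fold change of -1.26 (adjusted p 0.172, edgeR). Slc8a3 had one of -1.18 (adjusted p 0.0607, edgeR). Slc8a1 was at 6.40 CPM in Stim1 cKO, between 3.91 CPM in Stim1 HT and 7.07 CPM in Stim1 Ctrl. Its log2 fold change of 0.22 changed sign to -0.14 against Stim1 Ctrl alone. Atp2b4 (-0.14) and Atp2a2 (-0.19) changed sign to 0.21 and 0.065 against Stim1 HT alone. They also changed sign to 0.13 and 0.079 when counts were scaled by library size only, but that scaling moved the median of all genes to 0.22, so both stayed below it.

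**Figure D2:**
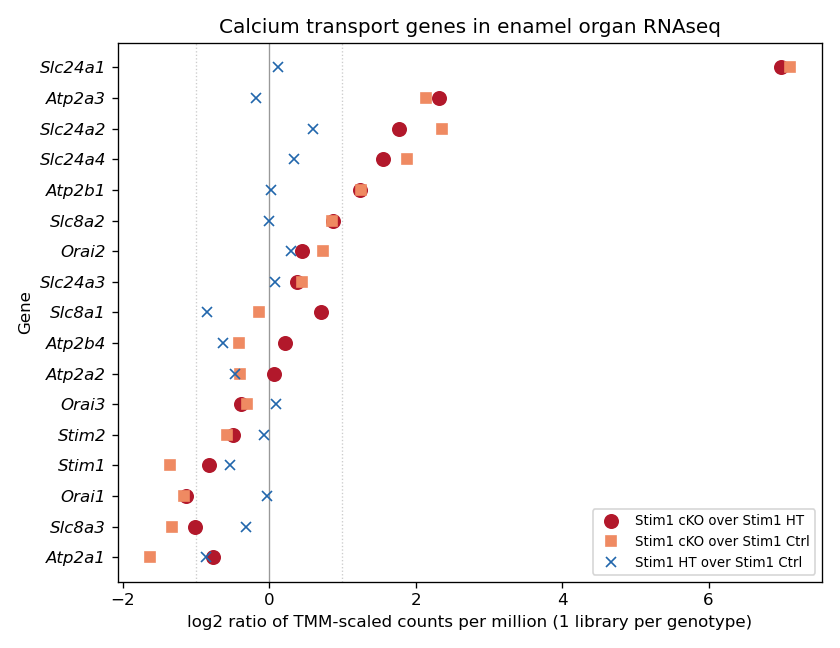
Log2 ratios of TMM-scaled CPM for the 17 calcium transport genes of Figure 6D (vertical axis), with 1 library per genotype. Circles show Stim1 cKO over Stim1 HT, squares Stim1 cKO over Stim1 Ctrl and crosses Stim1 HT over Stim1 Ctrl, and dotted lines mark 2-fold differences. Slc24a1 lies at 6.99 against Stim1 HT and 7.11 against Stim1 Ctrl, apart from the other genes.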

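Atp2a3, on chromosome 11 from 72961169 to 72993044, was at 167 CPM in Stim1 cKO, 33.5 CPM in Stim1 HT and 37.9 CPM in Stim1 Ctrl. The log2 fold change of Atp2a3 was 2.23 (adjusted p 0.0179, edgeR's quasi-likelihood test). Atp2b1, on chromosome 10 from 98914406 to 99026143, was at 483 CPM in Stim1 cKO, 205 CPM in Stim1 HT and 202 CPM in Stim1 Ctrl. That of Atp2b1 was 1.25 on the log2 scale (adjusted p 0.0590, edgeR). In both genes, Stim1 HT and Stim1 Ctrl differed by less than the gap to Stim1 cKO, with log2 ratios of -0.18 for Atp2a3 and 0.02 for Atp2b1. DESeq2 called both, with adjusted p-values of 5.69e-09 for Atp2a3 and 0.000498 for Atp2b1. Over all edgeR and DESeq2 settings, the adjusted p ranged from 5.47e-09 to 0.0228 for Atp2a3 and from 0.000493 to 0.0621 for Atp2b1.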

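Slc24a1, on chromosome 9 from 64922861 to 64951607, had 781 counts in Stim1 cKO, 5 in Stim1 HT and 6 in Stim1 Ctrl, so its controls lay just above the limit of 3 counts. The log2 fold change was 7.02, with an adjusted p of 0.0113 in edgeR's quasi-likelihood test, just above the threshold. DESeq2 called it at an adjusted p of 4.18e-20 (2.03e-22 to 0.0199 over all edgeR and DESeq2 settings). Slc24a1 encodes the exchanger of rod photoreceptors. Of 18 tested genes of a retina list that does not include it, 16 were also over 2-fold higher in Stim1 cKO than in both controls. That list has 28 genes, 16 of them in the paper's table of differentially expressed genes, so this leaves the source of Slc24a1 open. Slc24a2, on chromosome 4 from 86983124 to 87230477, was at 28.6 CPM in Stim1 cKO, 8.38 CPM in Stim1 HT and 5.56 CPM in Stim1 Ctrl. Its log2 fold change was 2.04, with an adjusted p of 0.0405 in edgeR's test and of 0.00207 in DESeq2. Over all edgeR and DESeq2 settings, the adjusted p ranged from 0.00201 to 0.0444. In the same library, 16 neuron genes, 14 of them in the paper's table, had a median log2 ratio of 3.16 to the mean of both controls. The source of the Slc24a2 counts was not tested and stays open too.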

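Slc24a4, which encodes NCKX4 and lies on chromosome 12 from 102128733 to 102267091, had 536 counts in Stim1 cKO, 149 in Stim1 HT and 154 in Stim1 Ctrl. These counts equal 22.1, 7.56 and 5.98 CPM. Its log2 fold change was 1.71, with an adjusted p of 0.0514 in edgeR's quasi-likelihood test and of 0.0136 in DESeq2. Over all edgeR and DESeq2 settings, the adjusted p ranged from 0.0134 to 0.0527. The log2 ratio of Stim1 HT to Stim1 Ctrl was 0.34, against 1.55 for Stim1 cKO to Stim1 HT.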

NCKX4 was also upregulated in Stim1 cKO mice with an adjusted *p*-value that is near significance (adj. *p* < 0.05) when compared to both Stim1 HT and Stim1 Ctrl. Panther pathway analysis showed that ATP synthesis is the most enriched pathway in EO cells of Stim1 cKO mice (Supplementary Table S2). Indeed, the expression levels of several subunits of the respiratory chains’ mitochondrial proteins NADH dehydrogenase and cytochrome oxidase were upregulated in Stim1 cKO ameloblasts compared to both Stim1 HT and Ctrl cells (Figure 6E).

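ATP synthase has subunits encoded in the nucleus and in the mitochondrial genome. The paper's table of differentially expressed genes holds 5 of its genes, of which 4 are nuclear and lower in Stim1 cKO, and 1, mt-Atp6, is higher. Atp5b, on chromosome 10 from 128083273 to 128090391, was at 727 CPM in Stim1 cKO, 1841 CPM in Stim1 HT and 2058 CPM in Stim1 Ctrl. Atp5b had a log2 fold change of -1.42, with an adjusted p of 0.0841 in edgeR's quasi-likelihood test. Atp5a1, on chromosome 18 from 77773729 to 77782869, had a log2 fold change of -1.27 and an adjusted p of 0.0935 in the same edgeR test. Over the 17 nuclear ATP synthase genes tested, the median log2 ratio of Stim1 cKO to the mean of both controls was -0.75, at percentile 3.49 among 10000 random lists of the same size and mean expression. It was -0.91 at percentile 0.46 against Stim1 HT alone and -0.59 at percentile 18.96 against Stim1 Ctrl alone. Atp5b and Atp5a1 were chosen for mention after their values were seen. The membership of the PANTHER pathway was not used here.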

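Of the mitochondrially encoded genes of Figure 6E, 12 were tested, and mt-Ti was not analysed here. All 12 had a positive log2 fold change in Stim1 cKO, and 11 were higher than in both controls. The exception was mt-Nd5, whose log2 fold change of 0.16 changed sign to -0.12 against Stim1 Ctrl alone. In edgeR's quasi-likelihood test, 0 of the 12 had an adjusted p under 0.01 over all genes and 7 had one when adjusted over the list alone, which the study chose on these samples and which is not independent evidence. An unadjusted p under 0.05 was reached by 9 of them. DESeq2, the alternative that moved the family most, called 9.

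The ribosomal RNA mt-Rnr1, on the mitochondrial genome from 70 to 1024, rose from 323 CPM in Stim1 HT and 268 CPM in Stim1 Ctrl to 2132 CPM in Stim1 cKO, a log2 fold change of 2.85 (adjusted p 0.0201, edgeR). The other ribosomal RNA, mt-Rnr2, had one of 2.33 (adjusted p 0.0323, edgeR). Among the subunits of NADH dehydrogenase, the log2 fold change was 2.10 for mt-Nd3 (adjusted p 0.0401, edgeR), 1.34 for mt-Nd4, 1.20 for mt-Nd2 and 0.99 for mt-Nd1. It was 1.62 for mt-Nd6, whose exon overlaps mt-Nd5 on the other strand. The cytochrome oxidase subunit mt-Co2 rose from 26.3 CPM in Stim1 HT and 23.8 CPM in Stim1 Ctrl to 97.9 CPM in Stim1 cKO, a log2 fold change of 1.96 (adjusted p 0.0189, edgeR). Of its other mitochondrially encoded subunits, mt-Co3 had a log2 fold change of 1.68 and mt-Co1 one of -0.16. With library size only that of mt-Co1 became 0.10, which is below the median of all genes under that scaling. These last genes are not in Figure 6E and were chosen for mention after their values were seen. Cytochrome b (mt-Cytb) had one of 0.81, and mt-Atp6, which overlaps mt-Atp8 and mt-Co3, one of 2.05. Of the protein-coding genes named here, mt-Nd3, mt-Atp6, mt-Co3 and mt-Co2 were lowest in Stim1 cKO, at 20.4, 53.1, 65.4 and 97.9 CPM. By contrast, mt-Co1, mt-Cytb and mt-Nd1, with smaller log2 fold changes, were at 10209, 9818 and 6959 CPM. The ribosomal RNAs rose at levels of 2132 and 3768 CPM. Whether the counting lost reads of the low genes was not tested.

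Over all 20 mitochondrially encoded genes tested, the median log2 ratio of Stim1 cKO to the mean of both controls was 1.48 (95% interval 1.05 to 1.83 from resampling genes), above all of the random lists drawn. Under the alternatives it lay between 1.39, against Stim1 HT alone, and 1.83, with a pseudocount of 0.1 CPM. What moved it most was removing the trend with GC content and transcript length, after which it was 0.91 (95% interval 0.41 to 1.30). For the 13 genes that encode proteins, the median went from 1.20 to 0.75 in the same way (95% interval -0.0005 to 1.03).

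**Figure D3:**
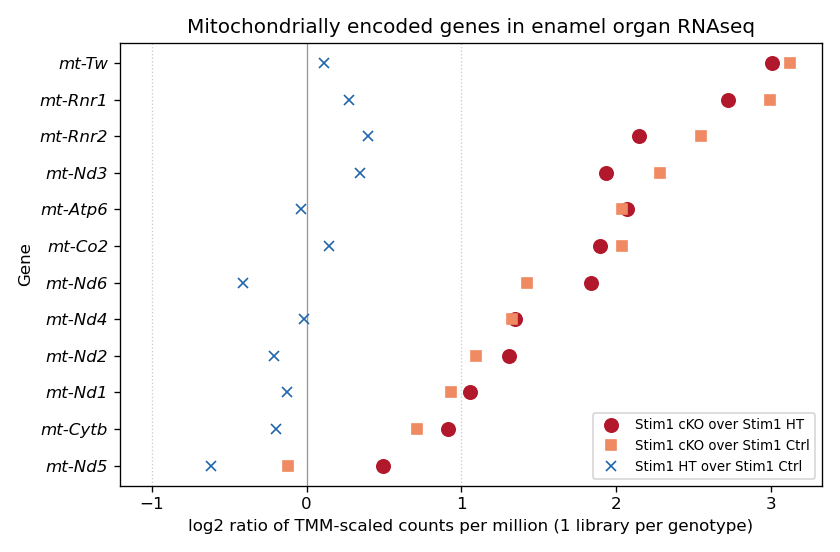
Log2 ratios of TMM-scaled CPM for the 12 mitochondrially encoded genes of Figure 6E that were tested (vertical axis), with 1 library per genotype. Circles show Stim1 cKO over Stim1 HT, squares Stim1 cKO over Stim1 Ctrl and crosses Stim1 HT over Stim1 Ctrl, and dotted lines mark 2-fold differences. The ratios of Stim1 cKO to both controls are above 0 in 11 genes, and mt-Nd5 is below 0 against Stim1 Ctrl.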

To further explore these changes and attain statistical significance, we performed RT-qPCR analysis on ameloblasts isolated from the molars and incisors of mice aged between P10 to P12 (*n* = 3 to 4 per genotype) to asses changes in the expression levels of several genes of interest. Our analysis showed that the expression levels of the genes encoding the enamel matrix proteins *AmelX* and *Ambn* were upregulated in Stim1 cKO incisors ameloblasts compared to control (Figure 7A). However, no significant changes were observed in the molars ameloblasts albeit having lower RNA levels of *Amelx, Ambn and Enam* (Figure 7B). No clear differences were found between the Stim1 HT and Stim1 Ctrl in the expression of the main enamel genes which may explain the lack of phenotype in Stim1 HT mice. Furthermore, immunostaining for the AMELX protein was performed to supplement the qPCR results. Immunostaining showed a weaker signal AMELX in Stim1 cKO compared to their sex- and age-matched controls but the change was more pronounced in incisors’ ameloblasts compared to molars (Figure 7C). We also performed immunostaing of enamel proteases MMP20 and KLK4 which also showed a weaker signal of both proteins in Stim1 cKO compared to their sex- and age-matched controls albeit the change was less clearly observed in KLK4 (Supplementary Figure S2).

**FIGURE 7:**
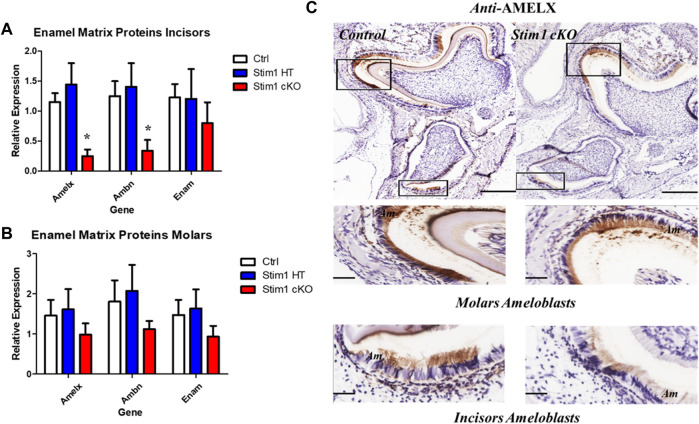
Enamel matrix genes and proteins expression analysis of Stim1 cKO mice. Gene expression analysis in incisors **(A)** and molars **(B)** ameloblasts from control and Stim1 cKO mice (mean ± SEM, *n* = 3∼4 mice per genotype; *p < 0.05 compared to Ctrl). Our analysis showed that the expression levels of the genes encoding the enamel matrix proteins AmelX and Ambn were upregulated in Stim1 cKO incisors ameloblasts compared to control. However, no significant changes were observed in the molars ameloblasts albeit having lower RNA levels of AmelX, Ambn and Enam. No clear differences were found between the Stim1 HT and Stim1 Ctrl in the expression of the main enamel genes. **(C)** Immunostaining of the mandibular molar and incisor tooth buds showed reduced protein levels of Amelogenin in Stim1 cKO as compared with age-matched controls. The change was more pronounced in incisors’ ameloblasts compared to molars. The rectangular areas are enlarged in the lower panels for each image. Scale bars: **(C)** 250 µm in the upper low mag panels and 50 µm in the lower high mag panels.

As for genes involved in calcium transport, our RT-qPCR analysis showed that *Stim1* deletion has resulted in significant upregulation of several genes encoding proteins that are essential for SOCE and transcellular calcium transport during amelogenesis. However, these changes appear to be more pronounced in molars’ ameloblasts. Indeed, of the 7 genes we investigated (genes encoding ORAI1, SERCA1,2,3, PMCA1,4 and NCKX 4), our results showed that Stim1 cKO incisors ameloblasts displayed a significantly higher expression of three genes involved in calcium transport (SERCA3, NCKX4 and PMCA1) compared to control while molars Stim1 cKO ameloblasts had a significantly higher expression of 6 genes (SECA2, SERCA3, NCKX4, PMCA1 and PMCA4) compared to control (Figures 8A–D). Similar to the genes encoding the enamel matrix proteins, no clear differences were found between the Stim1 HT and Stim1 Ctrl in the expression of the aforementioned genes. Finally, the expression levels of the mitochondrial RNAs *mt-ND1* and *mt-Atp6* were significantly upregulated in Stim1 cKO ameloblasts compared to controls in both incisor and molar ameloblasts (Figures 8E, F). However, the degree of upregulation was more significant in Molars’ ameloblasts. No clear differences were found between the Stim1 HT and Stim1 Ctrl in the expressions of these mitochondrial genes which may further explain the lack of a clear enamel phenotype in Stim1 HT mice.

**FIGURE 8:**
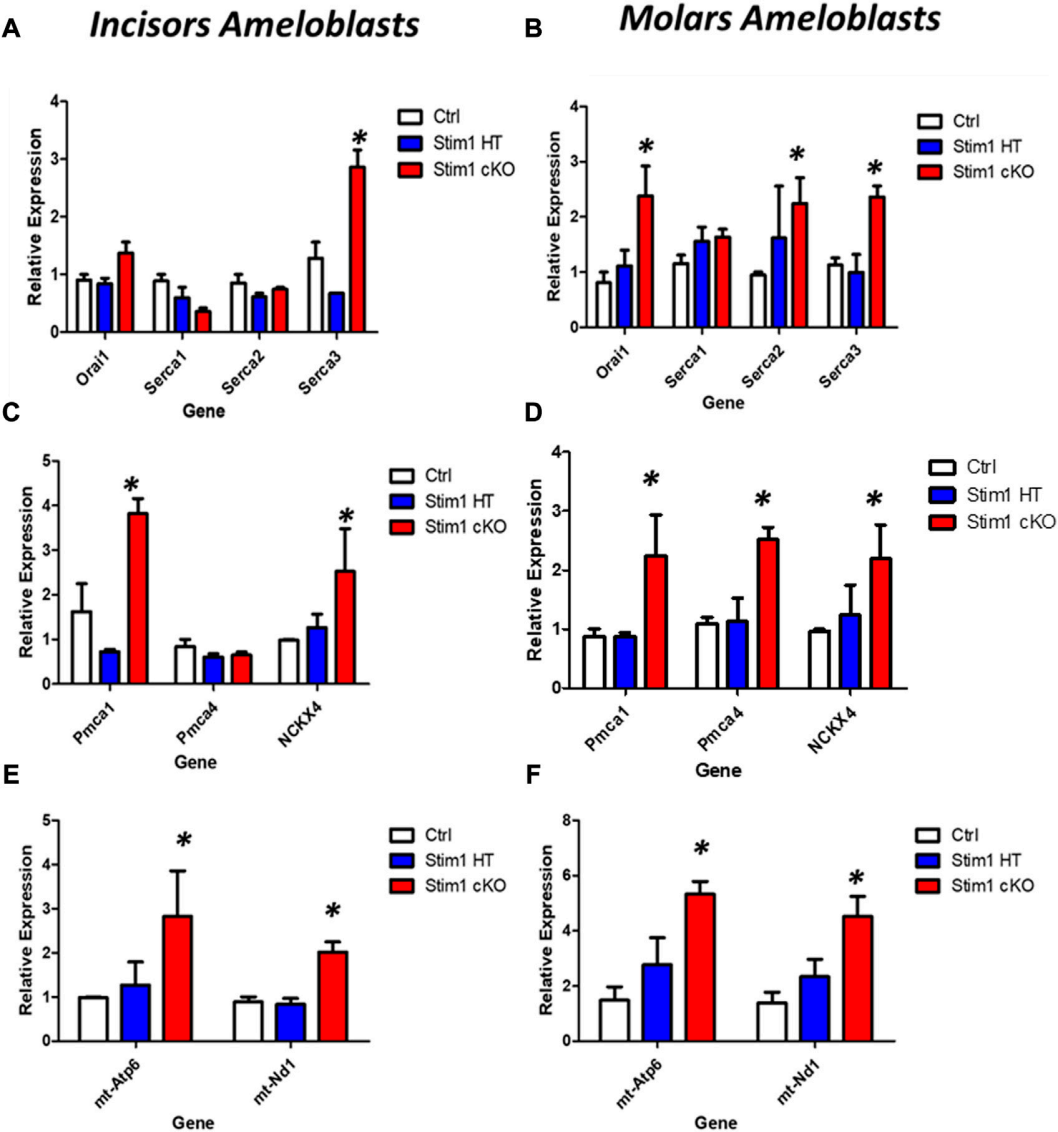
Calcium transport and mitochondrial gene expression analysis of Stim1 cKO mice. **(A–D)** Expression analysis for genes involved in calcium transport in molars and incisors ameloblasts collected from control and Stim1 cKO mice. Our RT-qPCR analysis showed that Stim1 deletion has resulted in significant upregulation of several genes encoding proteins that are essential for SOCE and transcellular calcium transport during amelogenesis. These changes appear to be more pronounced in molars’ ameloblasts as the 7 genes we investigated molars Stim1 cKO ameloblasts had a significantly higher expression of 6 genes (SECA2, SERCA3, NCKX4, PMCA1 and PMCA4) compared to control (genes encoding ORAI1, SERCA1,2,3, PMCA1,4 and NCKX 4) while Stim1 cKO incisors ameloblasts displayed a significantly higher expression of three genes involved in calcium transport (SERCA3, NCKX4 and PMCA1) compared to control. Similar to the genes encoding the enamel matrix proteins, no clear differences were found between the Stim1 HT and Stim1 Ctrl in the expression of the seven genes. **(E,F)** Expression analysis for the mitochondrial genes (mt-Atp6 and mt-Nd1) in molars and incisors ameloblasts collected from control and Stim1 cKO mice. The expression levels of both mitochondrial genes were significantly upregulated in Stim1 cKO ameloblasts compared to controls in both incisor and molar ameloblasts. However, the degree of upregulation was more significant in Molars’ ameloblasts. No clear differences were found between the Stim1 HT and Stim1 Ctrl in the expressions of these mitochondrial genes (mean ± SEM, *n* = 3∼4 mice per genotype; *p < 0.05 compared to Ctrl).

## Discussion

The data presented here demonstrate that Stim1 cKO mice may serve as a valuable model for assessing the effects of Ca2+ deficiency in enamel. Abolishing SOCE resulted in the development of a clearly defective enamel phenotype and altered ameloblast function. In particular, these findings implicate SOCE channels as essential players in the mineralization process of dental enamel. In addition, our data also suggest that SOCE-mediated calcium entry influences several ameloblasts’ cellular functions including enamel secretion and oxidative phosphorylation. Furthermore, our data suggest that the effects of *Stim1* deletion differs considerably between incisors and molars. Indeed, our results suggest that SOCE invalidation in incisors’ ameloblasts has resulted in a higher degree of enamel hypomineralization associated with reduced enamel matrix proteins synthesis and lower mitochondrial activity and biogenesis compared to molars. Finally, our results showed that partial heterozygous deletion of *Stim1* does not appear to cause significant changes in the enamel phenotype and ameloblasts genotype.

Consistent with abnormal amelogenesis, our morphometric analysis of Stim1 cKO dentition revealed that the enamel of *Stim1* deficient mice was thinner and presented with impaired structural integrity compared to controls. The surface enamel of Stim1 cKO mice produced weaker BSE-SEM signals relative to controls, which is highly consistent with decreased mineralization. This hypomineralization was further confirmed by micro-computed topography and EDS elemental composition analysis of enamel, showing decreased mineral density and diminished calcium content, respectively. Our micro-CT analysis showed that enamel defects were more pronounced in older mutant mice compared to younger ones and the threshold volume of mineralized enamel was reduced in incisors more significantly compared to molars in both young (P14) and old (12 weeks) mice. We hypothesize that Stim1 cKO ameloblasts did form enamel during the early stages of amelogenesis, however, the enamel was mineral deficient and mechanically weaker resulting in a more rapid rate of wear and attrition with time, ensuing a stronger enamel phenotype with age. The reduced mineral content observed early in the incisor enamel rendered it more susceptible to attrition compared to molars. No significant difference was noted in the Ca/P ratio between the Stim1 cKO mice and control mice molars as both elements were reduced after *Stim1* depletion. However, the Ca/C ratio was significantly lower in Stim1 cKO mice compared to control mice which may indicate that Stim1 cKO enamel matrix has a higher organic content compared to controls. On the other hand, EDS analysis of the labial surface of the incisors showed that *Stim1* deletion resulted in a more significant drop of calcium content and the both the Ca/P and Ca/C were more significantly reduced in Stim1 cKO incisors compared to control which further suggests a higher degree of enamel hypomineralization in incisors compared to molars. Finally, Stim1 cKO enamel showed an abnormal prismatic pattern and the structural integrity of the enamel of Stim1 cKO mice appears to be significantly weaker. Generally, the enamel phenotype observed in these mice resembles the hypomineralized amelogenesis imperfecta observed in ectodermal dysplasia patients with impaired SOCE (Lacruz and Feske, 2015).

As has been described in previous reports (Lacruz et al., 2011; Lacruz et al., 2012; Nurbaeva et al., 2015a; Nurbaeva et al., 2015b; Eckstein and Lacruz, 2018), we found that expression of *Stim1* is higher in the maturation stage ameloblasts as compared to those in the secretory stage in both incisor and molars ameloblasts. Moreover, the ablation of *Stim1* did not affect the expression levels of *Stim2*. It has been previously shown that while the *Stim2* mRNA expression was as abundant as that of *Stim1* in maturation ameloblasts, the STIM1 protein levels are higher than those of STIM2 (Lacruz et al., 2012). Thus, the fact that our Stim1 cKO mice exhibited dramatically suppressed enamel mineralization despite still having a functional *Stim2* gene may be attributed to the reported difference in the production levels of STIM1 and STIM2, which indicates that STIM1 is the main ER calcium sensor in enamel. Indeed, other models with Stim2 cKO did not cause any apparent enamel phenotypes (Furukawa et al., 2017; Eckstein and Lacruz, 2018). which further suggests that STIM1 plays a more significant role in regulating Ca+ during amelogenesis.

In addition to its role in the transcellular Ca2+ transport across the ameloblasts during enamel mineralization, STIM1 and SOCE-mediated calcium entry may play an important role in regulating enamel gene expression during the secretory stage of amelogenesis. Indeed, it has been established that *Stim1* mRNA and protein are expressed in rodent teeth throughout the secretory stage of amelogenesis (Lacruz et al., 2012; Nurbaeva et al., 2015a; Chen et al., 2018). In fact, Chen et al., 2018 have shown that STIM1 protein can be clearly detected in murine ameloblasts, odontoblasts and craniofacial osteoblasts as early as postnatal day 3. SOCE-mediated signalling in ameloblasts is rendered more intriguing by the well-known role of calcium as a second messenger with a broad signalling profile. Our gene expression analysis of incisors’ ameloblasts strongly suggests that SOCE-mediated signalling may affect the expression of the genes encoding main secretory enamel proteins as Stim1 cKO ameloblasts showed a considerably lower expression *AmelX, Ambn* compared to control. On the other hand, RT-qPCR analysis showed lower but non-significant differences in the average expression levels of *AmelX and Ambn* in molar ameloblasts of *Stim1* deficient mice and immunostaining showed a weaker signal AMELX in Stim1 cKO compared to their sex- and age-matched controls, but the change was more pronounced in incisors’ ameloblasts compared to molars. These inconsistent and sometimes contradictory effects of SOCE ablation on enamel matrix proteins gene expression have been reflected in the literature. For example, Nurbeava et al. (2015b) showed that the expression of these enamel genes was upregulated by an increase in cytosolic [Ca2+] mediated by stimulation of SOCE with thapsigargin in both the enamel cell line LS8 and in primary EO cells. Subsequent inhibition of SOCE in LS8 cells has reversed this effect which suggest that SOCE invalidation downregulate the enamel matrix proteins expression similar to what we observed in our incisors (Nurbaeva et al., 2015b). On the other hand, RNAseq data of Stim^1/2K14cre^ cKO mice showed lower but non-significant average values in the expression of *AmelX* as well as *Enam* similar to what we observed in our molars ameloblasts (Eckstein et al., 2017). Another analysis of Stim^1/2K14cre^ cKO molars ameloblasts by Furukawa et al., 2017 showed no significant differences in the expression levels of *AmelX* and *Ambn* (Furukawa et al., 2017)*.* Finally, a more recent study by Eckstein et al., 2019 showed that the expression of *AmelX* was slightly increased while *Enam* was significantly increased in EO cells of Orai1^K14^ cKO mice and expression of both genes was significantly decreased in enamel cells of Orai2 null mice with no differences detected in *Ambn* in either Orai1^K14^ cKO or Orai2 null mice. Based on all of the above, it appears that SOCE mediated calcium signalling may play a minor yet heterogenous role during enamel secretion in addition to its well-established role late in enamel mineralization and maturation. However, it remains unclear how the different components of SOCE affects the expression of the different main enamel matrix proteins and a more specific analysis like single cell genomics are still needed to explain this apparent heterogeneity of the results.

On the protein level, we also analyzed AMELX, MMP20 and KLK4 protein expression levels and found weaker signals in the enamel of Stim1 cKO mice thus further suggesting the overall downregulation of key ameloblast proteins in Stim1 cKO. AMELX is the most abundant enamel matrix protein (90%) and is essential for amelogenesis (Shin et al., 2020). Amelogenin-deficient mice are known to display a severe AI phenotype (Simmer et al., 2021). MMP20 and KLK4 are the most crucial proteases for the proper processing, degradation, and uptake of enamel matrix proteins by ameloblasts during enamel maturation and mineralization (Furukawa et al., 2017). In mice lacking KLK4, a defective rod-interod arrangement is observed in the first formed inner enamel near the dentino-enamel junction (Goldberg et al., 2014). Thinner and structurally abnormal incisor enamel is observed in MMP20 KO mice (Simmer et al., 2021). Generally, *AmelX, Mmp20 and Klk4* KO mice all show different degrees of enamel AI phenotype including hypoplasia, hypomineralization, and hypomaturation (Wright et al., 2008; Simmer et al., 2010). This is consistent with our findings of AI phenotype observed in our Stim1 cKO where AMELX, MMP20 and KLK4 proteins production appears to be downregulated.

Our gene expression analysis showed that *Stim1* ablation has resulted in significant upregulation of genes encoding the ATP-dependent calcium pumps SERCA3 and PMCA1 in addition to the calcium exchanger NCKX4 in incisors ameloblasts. The aforementioned 3 genes were also significantly upregulated in molars Stim1 cKO ameloblasts in addition to the 2 other isoforms of calcium pumps (SERCA2 and PMCA4) and the SOCE component ORAI1. SERCAs transport cytosolic Ca2+ into the ER lumen to replenish the intracellular stores, whereas PMCAs extrude cytosolic Ca2+ out of the cell (Bronckers, 2017). The three isoforms of SERCA pumps have been shown to be expressed in rodent ameloblast both *in vitro* and *in vivo* (Nurbaeva et al., 2015a; Nurbaeva et al., 2015b). Several reports have suggested that PMCAs may play an important role in calcium transport during amelogenesis as they were strongly expressed during both the secretory and maturation stages of amelogenesis with PMCA1 and 4 being the dominant isoforms (Borke et al., 1995; Zaki et al., 1996; Bomfim et al., 2023). NCKXs are believed to be involved in Ca2+ clearance from ameloblasts as all NCKX isoforms are expressed by rodent ameloblasts (Nurbaeva et al., 2017; Paine et al., 2020). The NCKX4 in particular is thought to be critical for enamel maturation as it is heavily expressed in maturation-stage ameloblasts (Bronckers, 2017). This crucial role of NCKX4 in enamel mineralization has been further elucidated by studies showing that mutations in NCKX4 in humans and mice result in abnormal hypomineralized enamel similar to the enamel observed in patients with SOCE mutation (Parry et al., 2013; Khan et al., 2020). It is possible that the increased expression of SERCA and PMCA pumps observed here in Stim1 cKO enamel cells is needed to compensate for the lower cytosolic concentration and maintain some level of calcium transport during enamel maturation. The higher degree of upregulation of these pumps in addition to upregulation of ORAI1 in molars compared to incisors may explain the lower degree of hypomineralization observed in Stim1 cKO molar enamel compared to incisors. An increased expression of SERCA2 has been reported in ORAI1-deficient cells compared to control cells to enhance the ER calcium replenishing (Eckstein et al., 2019). Overexpression of STIM1 was shown to attenuates PMCA-mediated Ca2+clearance in T-lymphocytes cell lines (Ritchie et al., 2012) However, no changes in either the SERCA or PMCA pumps were reported in Stim^1/2K14cre^ cKO ameloblasts. As for NCKX4, contradictory results have been reported on the effect of SOCE on this apical ion transporter. Eckstein et al. (2017) showed that NCKX4 localization was dysregulated in Stim^1/2K14cre^ and attributed it to disrupted ameloblasts cytoskeletal assembly of ruffled border (Eckstein et al., 2017). On the other hand, Furukawa et al. (2017) found no obvious differences in the expression and localization NCKX4 in Stim1/2^K14Cre^ ameloblasts compared to the control. Generally, and similar to the effects on enamel matrix proteins, further studies are still needed to fully evaluate the exact state of calcium transport after SOCE dysregulation.

Among the top functions identified in the pathway analysis of the differentially expressed genes, ATP synthesis was the most prominent. Indeed, our gene expression data showed that SOCE ablation has resulted a very significant upregulation of mitochondrial gene expression which suggests an increased rate of mitochondrial biogenesis, ATP production and reactive oxygen species (ROS) production in ameloblasts. The degree of mitochondrial genes upregulation was more significant in molars ameloblasts compared to incisors. We postulate that a higher mitochondrial metabolic activity may be needed to compensate for the increased ATP demand by the upregulated ATP dependent calcium pumps (i.e., SERCAs and PMCAs) observed in Stim1 cKO ameloblasts. The higher rate of mitochondrial genes expression upregulation observed in molars may correspond to the previously noted higher rates of calcium pumps over-expression in molars ameloblasts which may further explain the lower degree of hypomineralization observed in Stim1 cKO molar enamel compared to incisors. The links between SOCE and mitochondrial homeostasis are well documented in the literature (Hawkins et al., 2010; Henke et al., 2012; Srikanth and Gwack, 2012; Deak et al., 2014). For example, Henke et al., 2012 showed that STIM1 and ORAI1 deficiency in murine fibroblasts rendered the cells more susceptible to oxidative stress, which was later rescued by STIM1 and ORAI1 overexpression (Henke et al., 2012). Moreover, they showed that Stim1 knock-out mitochondria are tubular and are metabolically more active, resulting in constitutive oxidative stress (Henke et al., 2012). The upregulation of the electron transport chain components in our Stim1 cKO EO cells suggests that *Stim1* deletion may eventually lead to a similar increased metabolic activity and increased oxidative stress and reactive oxygen species (ROS) production in ameloblasts. In the context of amelogenesis, SOCE abrogated ameloblasts of Stim1/2^K14cre^ cKO mice generated by Eckstein et al. (2017) showed abnormal mitochondrial morphology and a significant increase in ROS levels compared with control cells as the oxidative stress response and glutathione metabolism pathways were the most enriched in EO cells from Stim1/2^K14cre^ cKO mice (Eckstein et al., 2017). Furukawa et al. (2017) also suggested that SOCE mediated mitochondrial dysfunction maybe one of the main underlying mechanisms involved in the development of the AI phenotype observed in their Sitm1/2 cKO mice as well (Furukawa et al., 2017). Furthermore, ORAI1-deficient LS8 enamel cells showed a higher oxygen consumption and ATP production rate compared to ORAI2-and ORAI3-deficient or control cells (Eckstein et al., 2019). Collectively, all these data strongly suggest an abnormal mitochondrial function in *Stim1*-deficient ameloblasts and highlight the relevance of mitochondrial apparatus in enamel forming cells, an area that still needs more research.

Generally, our data suggest that SOCE dysregulation exerts a differential effect on the enamel phenotype and ameloblasts genotype between incisors and molars. Indeed, our results suggest that SOCE invalidation in incisors’ ameloblasts has resulted in a higher degree of enamel hypomineralization associated with reduced enamel matrix proteins and mitochondrial biogenesis compared to molars. These differences may be attributed to the several structural and molecular differences observed between the incisor and molar enamel. Indeed, several differences of enamel phenotype were also observed between incisor and molar from other knock-out (KO) mice depleted for genes necessary for enamel secretion and maturation (Goldberg et al., 2014). For example, The Na + -independent anion exchanger 2 (Ae2) plays a role in pH modulation during the maturation phase of amelogenesis (Goldberg et al., 2014). In Ae2 KO mice, a more pronounced decrease in mineral content and the presence of a high organic matrix are observed in the incisors compared to molars(Lyaruu et al., 2008). Furthermore, αvβ 6 integrins deficient mice also show a more severely defective enamel phenotype in the incisor compared to molars (Mohazab et al., 2013). The differences in the enamel phenotype and genetic profiles between molars’ and incisors’ ameloblasts of Stim1 cKO mice need to be further tested in the future. A more comprehensive comparison between molars and incisors in Stim1 cKO mice is still required to fully confirm the discrepancies between the two teeth observed here. Finally, our results suggest that heterozygous partial deletion of *Stim1* does not appear to cause significant changes in the ameloblasts genetic profile and no significant changes were observed in the expression levels of the 12 genes we analyzed here between Stim1 HT and control mice.

In conclusion, this study reveals that *Stim1* plays a critical role in enamel maturation and mineralization as its abrogation has resulted in the development of a hypomineralized enamel phenotype that is more severe in incisors. In addition to its role of regulating calcium transport during enamel mineralization, gene expression analysis showed that several genes were differentially expressed in Stim1 cKO incisor ameloblasts, suggesting that SOCE-mediated signalling may play critical roles in amelogenesis. Indeed, our data suggest that *Stim1* may regulate enamel matrix protein expression and mitochondrial function during amelogenesis. However, it must be noted that *Stim1* disruption appears to cause a diverse effects of the abovementioned pathways that considerably vary between molars and incisors ameloblasts. The main limitation of this study is the lack of a sufficient number of biological replicates in the RNAseq analysis as the global gene expression analysis presented here is only intended to serve as an exploratory pilot investigation. Additional gene and protein expression studies are still needed to comprehend the full spectrum of *Stim1* downstream targets in ameloblasts.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Deciphering the functions of Stromal Interaction Molecule-1 in amelogenesis using AmelX-iCre mice
**Source:** Front Physiol. 2023 Mar 1;14:1100714. doi: 10.3389/fphys.2023.1100714
**Supplement:** Supplementary file 1

**Supplemental Table 1. Primer sequences used for quantitative PCR**

| **Gene** | **5’- Sequence -3’** |
| --- | --- |
| ***b-actin*** | **Forward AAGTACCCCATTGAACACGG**  **Reverse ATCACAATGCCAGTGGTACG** |
| ***Amelx*** | **Forward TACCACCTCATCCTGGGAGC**  **Reverse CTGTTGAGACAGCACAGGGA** |
| ***Abn*** | **Forward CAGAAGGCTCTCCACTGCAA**  **Reverse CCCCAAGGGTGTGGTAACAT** |
| ***Stim1*** | **Forward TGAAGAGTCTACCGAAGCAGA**  **Reverse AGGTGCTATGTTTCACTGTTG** |
| ***Stim2*** | **Forward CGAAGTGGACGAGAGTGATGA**  **Reverse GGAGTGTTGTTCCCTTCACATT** |
| ***Enam*** | **Forward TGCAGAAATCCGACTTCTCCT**  **Reverse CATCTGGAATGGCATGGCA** |
| ***Orai 1*** | **Forward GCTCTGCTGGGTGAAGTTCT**  **Reverse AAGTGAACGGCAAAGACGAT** |
| ***PMCA1*** | **Forward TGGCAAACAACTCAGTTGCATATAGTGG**  **Reverse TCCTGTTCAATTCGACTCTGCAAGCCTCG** |
| ***PMCA4*** | **Forward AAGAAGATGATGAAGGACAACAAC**  **Reverse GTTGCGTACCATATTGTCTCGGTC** |
| ***Serca 1*** | **Forward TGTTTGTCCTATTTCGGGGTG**  **Reverse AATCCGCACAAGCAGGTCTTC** |
| ***Serca 2*** | **Forward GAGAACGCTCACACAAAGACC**  **Reverse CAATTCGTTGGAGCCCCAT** |
| ***Serca 3*** | **Forward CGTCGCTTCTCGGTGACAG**  **Reverse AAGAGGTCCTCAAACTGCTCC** |
| ***NCKX4*** | **Forward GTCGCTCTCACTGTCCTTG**  **Reverse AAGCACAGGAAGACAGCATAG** |
| ***MT-ATP6*** | **Forward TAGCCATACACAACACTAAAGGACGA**  **Reverse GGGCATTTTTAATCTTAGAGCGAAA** |
| ***MT-ND1*** | **Forward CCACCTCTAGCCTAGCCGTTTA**  **Reverse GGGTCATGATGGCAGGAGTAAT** |

# Supplementary material for: Deciphering the functions of Stromal Interaction Molecule-1 in amelogenesis using AmelX-iCre mice
**Source:** Front Physiol. 2023 Mar 1;14:1100714. doi: 10.3389/fphys.2023.1100714
**Supplement:** Supplementary file 4

| [PANTHER Pathways](http://www.pantherdb.org/tools/compareToRefList.jsp?sortOrder=1&sortList=categories) | [Fold Enrichment](http://www.pantherdb.org/tools/compareToRefList.jsp?sortOrder=2&sortList=Client%20Text%20Box%20Input&sortField=foldEnrich) | [raw P value](http://www.pantherdb.org/tools/compareToRefList.jsp?sortOrder=1&sortList=Client%20Text%20Box%20Input&sortField=pval) | [FDR](http://www.pantherdb.org/tools/compareToRefList.jsp?sortOrder=2&sortList=Client%20Text%20Box%20Input&sortField=fdr) |
| --- | --- | --- | --- |
| [ATP synthesis](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P02721%27);) | 8.49 | 1.40E-03 | 2.04E-02 |
| [Synaptic vesicle trafficking](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P05734%27);) | 5.75 | 1.07E-06 | 4.32E-05 |
| [Metabotropic glutamate receptor group I pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00041%27);) | 4.46 | 6.98E-04 | 1.12E-02 |
| [Ionotropic glutamate receptor pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00037%27);) | 4.37 | 2.27E-06 | 7.30E-05 |
| [Heterotrimeric G-protein signaling pathway-rod outer segment phototransduction](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00028%27);) | 4.27 | 3.67E-05 | 7.39E-04 |
| [Metabotropic glutamate receptor group III pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00039%27);) | 4.13 | 1.13E-07 | 6.07E-06 |
| [Metabotropic glutamate receptor group II pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00040%27);) | 3.29 | 5.81E-04 | 1.04E-02 |
| [Cytoskeletal regulation by Rho GTPase](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00016%27);) | 3.27 | 9.37E-06 | 2.15E-04 |
| [Integrin signalling pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00034%27);) | 3.19 | 3.64E-11 | 2.93E-09 |
| [Nicotinic acetylcholine receptor signaling pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00044%27);) | 3.12 | 3.08E-06 | 8.25E-05 |
| [Beta2 adrenergic receptor signaling pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P04378%27);) | 3.10 | 1.43E-03 | 1.92E-02 |
| [Beta1 adrenergic receptor signaling pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P04377%27);) | 3.10 | 1.43E-03 | 1.78E-02 |
| [Muscarinic acetylcholine receptor 1 and 3 signaling pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00042%27);) | 2.57 | 3.79E-03 | 3.59E-02 |
| [5HT2 type receptor mediated signaling pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P04374%27);) | 2.45 | 5.35E-03 | 4.54E-02 |
| [Heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00027%27);) | 2.14 | 2.43E-03 | 2.61E-02 |
| [Huntington disease](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00029%27);) | 2.02 | 1.79E-03 | 2.06E-02 |
| [Inflammation mediated by chemokine and cytokine signaling pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00031%27);) | 1.69 | 4.27E-03 | 3.82E-02 |
| [Wnt signaling pathway](javascript:openDiagramWindow('/pathway/pathwayDiagram.jsp?color=1&catsInfo=true&catAccession=P00057%27);) | 1.68 | 2.55E-03 | 2.56E-02 |

**Supplemental Table 2. Panther pathway analysis of RNA_Seq data**

How the deposited data were processed for this re-analysis (not part of the article)

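RNAseq of the incisor enamel organ was analysed in 3 libraries from mice aged 28 days, 1 each of Stim1 cKO, Stim1 HT and Stim1 Ctrl. The authors removed low-quality reads, aligned trimmed paired-end reads to the mouse genome with STAR, and deposited raw counts of reads per gene symbol, without normalization. The text of the paper does not name the version of the aligner, the genome build, the gene annotation, the counting tool or its strand setting. The paper names a NEBNext Ultra II directional kit for the libraries and the deposited labels a SMARTER kit, and the counts do not settle which was used. The deposited table lists 20937 genes, each with at least 1 count in every library, so a gene without reads in one library cannot be examined. In 25 rows the symbol had become a date, with 0.154% of the counts, and 2 symbols were listed more than once. These rows stayed in the tests as separate genes.

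Total counts were 21496136 in Stim1 cKO, 20216507 in Stim1 HT and 28265960 in Stim1 Ctrl. Counts of 3 or fewer were treated as the limit of detection, and 95% Wilson intervals were computed for shares of counts. Both cover counting error only. With 1 library per genotype, the spread between mice of one genotype could not be estimated, and no result has a replicate check.

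Stim1 cKO was tested against the grouped Stim1 HT and Stim1 Ctrl libraries with edgeR 4.0.16 in R 4.3.3, using TMM factors, the filterByExpr filter (18702 genes kept) and the quasi-likelihood test with Benjamini-Hochberg adjustment. The common dispersion was 0.106, the residual degrees of freedom 1 and the prior degrees of freedom 4.15. A gene was called at an adjusted p-value under 0.01 and a fold change over 2, the thresholds of the paper. The alternatives were DESeq2 1.42.0, with and without shrunken fold changes, RLE, upper-quartile and library size scaling, leaving out the mitochondrially encoded or the main enamel matrix genes, no filter, a mean of at least 50 counts, an adjusted p under 0.05, no fold change minimum, and leaving out Stim1 HT or Stim1 Ctrl. DESeq2 with shrunken fold changes on all listed genes was added after the values were seen. The other alternatives, the thresholds and the designs were set before the data were examined. The tests were run on simulated counts with 200 changed genes and the same dispersion of 0.1 for every gene, which differs from the data. Of these genes, edgeR called 44, 162 and 199 at log2 fold changes of 2, 3 and 5, and DESeq2 called 60, 159 and 193.

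Log2 ratios between single libraries were taken on TMM-scaled CPM, counts relative to library size, with no test. The numbers of genes over 2-fold among those with a mean of at least 50 counts, and the trend with transcript length, used log2(CPM + 1). For lists of genes, the median of log2(CPM + 1) in Stim1 cKO minus the mean of both controls was set against 10000 random lists of the same size, matched on mean expression in 20 bins, and a 95% interval was obtained from 1000 resamplings of the genes. Percentiles and intervals describe these libraries only. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used. Gene positions, exon lengths, GC content and biotypes were taken from GENCODE M21 on GRCm38, in which 20712 symbols were found. The paper's table of differentially expressed genes uses other coordinates, since 40 of its 2241 genes outside the mitochondrial genome had the same start after adding 1, and its coordinates were not used.

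The genes named were those that the paper names for these libraries and, in each direction, the 5 with the largest ratio of Stim1 cKO to the nearer control, taken on the log2(CPM + 1) scale, among genes with a mean of at least 50 counts. The 1 CPM added decides this order in part, since Igha and Gnat1 had larger ratios than Obp2a, Mup4 and Gm14744 without it. Genes of the marker lists could also be named. A gene that this rule selects is not reported here. Gh, Pomc, Tg, Omp, Malat1, Atp5b, Atp5a1, mt-Co1 and mt-Co3 fall outside this rule and were chosen after their values were seen. The lists of lens, photoreceptor, retinal interneuron, retinal pigment epithelium, neuron, cortical neuron, glia, salivary gland, lacrimal gland, plasma cell, perinatal and adult skeletal muscle, cartilage, bone and odontoblast, fibroblast, erythroid, neutrophil, perinatal growth, proliferation, secretory-stage and maturation-stage ameloblast, enamel epithelium, Y chromosome and X inactivation genes were written after reading the paper's table of differentially expressed genes and before the counts were examined. The pituitary, thyroid and olfactory epithelium lists were written after the counts were seen. The other sets were defined after the first results of the lists: a second retina list, GABA-A and ionotropic glutamate receptors, the GABA-A receptors alone, Mcm2 to Mcm7 and Cenp genes, nuclear respiratory chain and ATP synthase genes, replication-dependent histones, and genes of the TEC and sense_intronic biotypes. The cartilage, bone and fibroblast genes were set against the retina genes, with and without the genes of the paper's table. The mitochondrially encoded gene mt-Ti and the membership of PANTHER pathways were not used here.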

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

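The tests of library size, of the photoreceptor, thyroid and pituitary lists, of the receptor genes and of the sex of the mice were chosen after these results were seen in full or in part, while the values of the second retina list and of the GC and length correction were predicted before they were computed. With 1 Stim1 cKO library, an effect of the Stim1 deletion stays open, untested, for the patterns of that library.

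Transcripts of photoreceptors, lens and neurons, which the paper's text does not discuss although its Supplemental Table 2 lists pathways of rod phototransduction, synaptic vesicles and glutamate receptors, were far above the level of both controls in the Stim1 cKO library. The median log2 ratio of Stim1 cKO to the mean of both controls was 4.70 for 21 photoreceptor genes tested (4.63 with 3 genes at their bound), 3.27 for 8 lens genes and 3.16 for 16 neuron genes. Each lay above all 10000 random lists. The median log2 fold change of the photoreceptor list depended on the pseudocount and was 6.85 with 0.1 CPM. Of the photoreceptor list, Gnat1 was at 177 CPM in Stim1 cKO and Sag at 109 CPM, against at most 0.194 CPM for Gnat1 and 1.17 CPM for Sag in the controls. Cryaa was the most abundant gene of the lens list, at 167 CPM against at most 4.37 CPM. Of the neuron list it was Stmn2, at 231 CPM against 58.9 CPM in Stim1 HT and 28.2 CPM in Stim1 Ctrl, so that the controls were not free of neuron transcripts. Library size does not account for the pattern, since the photoreceptor median was 4.87 with library size only, nor do GC content and gene length, since it was 4.91 after their trend was removed. RNA of eye and nervous tissue in the sample is a candidate explanation. Of the photoreceptor genes, 20 of 21 were over 2-fold above both controls, but 23 of the 29 genes on that list are in the paper's table, as are 17 of 20 lens and 14 of 16 neuron genes, so that this count could hardly have come out otherwise and decides nothing. A second list of 28 retina genes was therefore written without looking at that table, although it had been read before. Of its 18 genes tested, 16 were over 2-fold above both controls, with a median of 2.47, and 16 of the 28 turned out to be in the paper's table. The 29 GABA-A and ionotropic glutamate receptor genes, 2 of which are on the neuron list and 14 in the paper's table, had a median of 1.72 (95% interval 1.13 to 2.38). Since a rise of the glutamate receptors could be read from the paper's supplement, this median leaves RNA of nervous tissue other than retina open. The 14 GABA-A receptor genes alone, taken apart after the joint median was seen, had 1.87 (0.72 to 2.52), and 8 of them are in the paper's table. An effect of the Stim1 deletion on these genes cannot be told apart from the make-up of the sample, because there is 1 Stim1 cKO library.

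Xist, the RNA of the inactive X chromosome, had 10897 counts in Stim1 cKO, 36 in Stim1 HT and 1 in Stim1 Ctrl, a log2 fold change of 8.98 (adjusted p 0.0274, edgeR's quasi-likelihood test). Against Stim1 HT alone the log2 ratio of Xist was 7.94, and with shrunken fold changes DESeq2 gave a log2 fold change of 1.71. Over the alternatives its adjusted p ranged from 0.00331 to 0.144. The exons of Xist overlap the antisense gene Tsix. The paper states that only male mice were used. The same library held 991 counts of the Y chromosome gene Ddx3y, which a single female mouse would lack, and the 10897 counts of Xist exclude a single male mouse with the Xist level of the controls. All 4 of 4 Y chromosome genes tested, Ddx3y, Uty, Kdm5d and Eif2s3y, were lower than in both controls, with a median log2 ratio of -0.85. These values suggest RNA of both sexes in the Stim1 cKO library, as a hypothesis. Whether it came from the mice, the dissection or the library was not tested.

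In the Stim1 HT library, the median log2 ratio to Stim1 Ctrl was 2.19 for 11 thyroid genes, above all random lists. Of these, 8 were over 2-fold higher in Stim1 HT than in both other libraries, and Tg was at 780 CPM, against 1.12 CPM in Stim1 cKO and 3.58 CPM in Stim1 Ctrl. RNA of thyroid in the Stim1 HT sample is a candidate explanation, and the list was written after Tg had been seen. The Stim1 cKO library, with the fuller deletion, did not share the rise. The pituitary genes Gh and Pomc were at 213 and 297 CPM in Stim1 HT, but 6 of the 15 pituitary genes were tested and 2 were over 2-fold higher there. The median log2 ratio of the 6 genes was 2.64 for Stim1 HT to Stim1 Ctrl, above all random lists. For Stim1 cKO to Stim1 HT it was 0.12, so as a list they were not higher in Stim1 HT than in Stim1 cKO. Since a gene without a read in one library is not listed, RNA of pituitary can be neither excluded nor shown from these 6 genes. The paper's table holds 0 genes of the thyroid and pituitary lists.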

How the results depend on the processing

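The number of genes called changed with the processing, and the cause was not tested except where stated. Against 14 genes (14 higher, 0 lower, and 5961 of 18702 at an unadjusted p under 0.05), DESeq2 called 1987 (1107 higher, 880 lower) and DESeq2 with shrunken fold changes 1991 (1117 higher, 874 lower). On all listed genes, a setting chosen after the values were seen, shrunken DESeq2 called 2009 (1100 higher, 909 lower). Within edgeR, RLE size factors gave 50 (50 higher), upper-quartile factors 138 (125 higher, 13 lower) and library size only 6 (6 higher). The split of higher against lower calls thus moved from 14 to 0 with TMM to 125 to 13 with upper-quartile factors. Without the filter, 907 genes were called (687 higher, 220 lower), with a mean of at least 50 counts 6 (6 higher), and at an adjusted p under 0.05, which is a looser threshold by construction, 1811 (1272 higher, 539 lower). Leaving out the mitochondrially encoded genes gave 12, and leaving the enamel matrix genes out of the library sizes or dropping the fold change minimum gave 14. Calls without Stim1 HT or without Stim1 Ctrl were not given, since 1 library would face 1.

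When each of the 3 libraries in turn was set apart from the other pair, 1 of the 3 splits, with Stim1 cKO apart, gave as many calls as the 14 observed. Setting Stim1 HT apart gave 0 edgeR calls (39 genes at an unadjusted p under 0.05) and 14 with DESeq2, and setting Stim1 Ctrl apart gave 0 (934 genes) and 247 with DESeq2. A design with 3 splits cannot give a share under 0.05, so these counts do not show that the grouping matters beyond chance. No paired analysis was possible because each genotype has 1 library.

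The ratio of the distance between Stim1 HT and Stim1 Ctrl to that between Stim1 cKO and its nearer control was 0.551. It moved to 0.629 with a pseudocount of 0.1 and 0.603 over the 500 genes with the largest variance. It was 0.267 with 1 minus the Pearson correlation and 0.276 with 1 minus the Spearman correlation, which are not on the scale of a Euclidean distance. It stayed below 1 under each of these. Dividing by gene length raised the ratio of Amelx to Vim to 21.04 in Stim1 cKO, 69.3 in Stim1 HT and 40.9 in Stim1 Ctrl, and that of Ambn to Vim to 6.09, 16.8 and 10.7, by construction, since Vim is longer. The median of mitochondrially encoded genes stayed between 1.39 and 1.83 under the alternatives, within its interval, while removing the trend with GC content and length moved it to 0.91, below that interval.

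Of 73 genes named, 65 kept their sign under all alternatives that gave a value. With library size only, Atp2b4 became 0.13, Atp2a2 0.079 and mt-Co1 0.10, and this scaling also moved the median log2 ratio of all genes to 0.22, from 0.00 with TMM. Across the fits that each left out one control library, the log2 fold change ranged from -0.058 to 1.18 for Klk4, from -0.14 to 0.71 for Slc8a1, from -0.42 to 0.21 for Atp2b4, from -0.40 to 0.065 for Atp2a2, from -0.12 to 0.50 for mt-Nd5, from -12.33 to 0.088 for Gh and from -8.06 to 1.14 for Pomc. The low values of Gh and Pomc in Stim1 cKO thus came from Stim1 HT, and against Stim1 Ctrl alone Pomc was higher, with 27 counts against 13. Of the first 24 marker lists, 0 changed sign, while the thyroid list, written later, went from -0.67 to 0.46 against Stim1 Ctrl alone. The neuron list moved beyond its interval to 3.68, and the salivary gland list to 3.19, without Stim1 HT. The olfactory list, also written later, moved beyond its interval to 4.30 without Stim1 HT and to 1.59 without Stim1 Ctrl. The photoreceptor, retinal interneuron, cortical neuron, erythroid and neutrophil lists moved further from 0 with a pseudocount of 0.1.

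With DESeq2, 34 of the named genes that edgeR did not call were called, and 16 with no filter. Depth limits the genes at or near 3 counts in the controls, such as 5430402E10Rik and Igha, for which only lower bounds of at least 3850-fold and at least 479-fold can be given.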

Differences from the paper's values

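The paper gives 2277 differentially expressed genes, 1264 of them higher and 1014 lower, whereas edgeR's quasi-likelihood test called 14, with 14 higher and 0 lower. The paper's numbers of higher and lower genes sum to more than its total, and its table holds 1013 lower genes. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of all these numbers, with 1987 genes (1107 higher, 880 lower), as did DESeq2 with shrunken fold changes, with 1991 (1117 higher, 874 lower). An adjusted p under 0.05 did so for the total (1811) and the higher genes (1272) but not for the lower genes (539). None of the other alternatives set before the data were examined closed these gaps. DESeq2 with shrunken fold changes on all listed genes, which was chosen after seeing the values, gave 2009 genes (1100 higher, 909 lower). The paper's methods name DESeq2. Of the 2277 genes in the paper's table, 357 are not listed in the deposited counts by symbol, 329 of them higher and 28 lower in the paper's table, and 1727 of the 1987 genes that DESeq2 called are in that table.

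For 37 named genes in the paper's table, the log2 fold changes were compared with the standard errors given there, and 33 lay within the larger error. For Slc24a1 the paper's value is 6.12, against 7.02 here. For Mup4 it is 6.38 against 9.01 and for Gnat1 9.13 against 10.13. For all 3 of these genes, DESeq2 with shrunken fold changes, set before the data were examined, came within the error, at 6.14, 6.11 and 9.12 in the same order. The same setting on all listed genes, chosen after seeing the values, did so too, at 6.13, 6.11 and 9.10. None of the other alternatives set before the data were examined closed the gap for these genes. For Slc8a1 the paper's value is 1.58 against 0.22, and none of the alternatives set before the data were examined, nor the one added, closed the gap. The largest value for Slc8a1 was 0.71, without Stim1 Ctrl. For 5430402E10Rik and Igha both controls lay at or under 3 counts, so that only a lower bound of the log2 fold change can be set beside the paper's value. For 5430402E10Rik the bound was 11.91 against the paper's 11.04, a fold over 1.5 times larger, and of the alternatives set before the data were examined, none of those that change the scaling or leave out a control closed the gap. The fitted value of 5430402E10Rik, which depends on the prior, was 11.02 in DESeq2 with shrunken fold changes and 10.99 with the same setting on all listed genes, chosen after seeing the values. For Igha the bound was 8.90 against the paper's 8.51, which is within 1.5 times, although it was beyond that with library size only (9.11) and without Stim1 HT (9.29).

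The paper's table holds Slc8a3, Slc8a1 and Col1a2 as differentially expressed, and none of the 13 settings with a test, the main one included, called them. Settings that did call the other genes were as follows. The DESeq2 settings, with and without shrinkage and including the one chosen after seeing the values, called Amelx, Ambn, Enam, Odam, Atp2a3, Atp2b1, Slc24a1, Slc24a2, mt-Rnr1, mt-Rnr2, mt-Nd2, mt-Nd3, mt-Nd4, mt-Nd6, mt-Tw, mt-Co2, mt-Co3, mt-Atp6, Mup4, Arhgap36, Myh7, Prr32, Chrna1, Myh3, Myh8, H19, Igf2, Dlk1, Malat1, Sag, Atp5b and Atp5a1. An adjusted p under 0.05 called all of these except Odam, Atp2b1, mt-Nd4, mt-Nd2, Atp5b and Atp5a1. No filter called Atp2a3, Slc24a1, mt-Rnr1, mt-Co2, mt-Co3, mt-Atp6, Mup4, Arhgap36, Myh7, Prr32, Chrna1, Myh3 and Sag. Upper-quartile factors called Slc24a1, Mup4, Arhgap36, Myh7, Prr32, Chrna1 and Sag, and RLE size factors called Slc24a1 and Sag.

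The paper's text describes no clear difference between Stim1 HT and Stim1 Ctrl in the main enamel genes, while Odam (log2 ratio 1.39) and Klk4 (1.24) differed over 2-fold between these libraries. The paper describes several subunits of cytochrome oxidase as higher in Stim1 cKO. Of the mitochondrially encoded subunits, mt-Co2 and mt-Co3 were higher, at 97.9 and 65.4 CPM in Stim1 cKO. In contrast, mt-Co1, at 10209 CPM, had a log2 fold change of -0.16. The paper describes the read counts of Vim as very low beside those of Amelx and Ambn, while Vim had 11281 counts in Stim1 cKO, with a ratio of Ambn to Vim of 2.46. Counts of Col1a1, of type I collagen, exceeded those of Amelx in each library. Divided by exon length, they did so in Stim1 cKO only. The paper gives Slc24a4 an adjusted p under 0.05, while edgeR's quasi-likelihood test gave 0.0514. Of the settings run, both planned DESeq2 settings, RLE, upper-quartile and library size scaling, no filter, and the DESeq2 setting chosen after seeing the values put it under 0.05, and over all settings the adjusted p ranged from 0.0134 to 0.0527.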

Other observations

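The tests of muscle, of ameloblast share and of the other cell types, of amelogenesis stage and of the respiratory chain were chosen after the results were seen, as were the library size tests, while the histone, Mcm and Cenp, GC and length values were predicted before they were computed. The test of younger control tissue replaced an earlier one on the perinatal growth and proliferation lists, whose medians of -2.40 and -1.28 had already been seen.

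Most muscle and growth transcripts of these lists fell in Stim1 cKO. The median log2 ratio to the mean of both controls was -2.99 for perinatal muscle genes, -1.78 for adult muscle genes, -2.40 for perinatal growth genes and -1.28 for proliferation genes. Of these lists, 10 of 10, 11 of 17, 10 of 16 and 8 of 12 genes are in the paper's table. Myh8, the perinatal myosin, fell from 5567 CPM in Stim1 HT and 10159 CPM in Stim1 Ctrl to 435 CPM, and H19 fell from 10164 and 15247 CPM to 1468 CPM. Of the adult fast myosins, Myh2 fell from 318 and 682 CPM to 92.5 CPM, but Myh1 was at 1000 CPM in Stim1 cKO, 1002 CPM in Stim1 HT and 1882 CPM in Stim1 Ctrl, and Myh4 at 473, 318 and 29.1 CPM in the same order. GC content and gene length do not account for this, since the perinatal growth median was -2.30 after their trend was removed. Less muscle in the Stim1 cKO sample stays open. Myh1 and Myh4 go against an even loss of muscle, but they are single genes, and Myh4 differed between the controls by 3.45 on the log2 scale. The perinatal list fell further than the adult list (difference -1.21, 95% interval -2.77 to -0.30), but the difference decides nothing, because the lists were picked to unequal extents from the paper's table. Control libraries from younger tissue are a candidate explanation, as 26 Mcm and Cenp genes had a median of -0.55, at percentile 0.03 among random lists. Of these genes, 2 are on the proliferation list and 6 in the paper's table. The ages given are equal, and an effect of the Stim1 deletion on growth stays open, untested.

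Amelx, Ambn and Enam had a median log2 ratio of -2.82. Library size and the trend with GC content and length do not account for it, since the median was -2.56 with library size only and -2.96 after the trend was removed. A smaller share of ameloblasts, with the other cell types in their former proportions, would raise the genes of all other types alike. The 32 cartilage, bone and fibroblast genes tested had a median of -1.28 (95% interval -1.65 to -0.65) and the 18 genes of the second retina list one of 2.47 (1.58 to 2.90), which argues against it as the whole cause. Leaving out the genes of the paper's table favours small changes by construction, and the sets still lay apart, at -0.24 (-0.57 to 0.17) for 14 genes and 1.48 (1.04 to 3.08) for 9 genes. A smaller share with other tissue in its place stays open. The maturation-stage list does not decide this, because its genes went both ways, 6 over 2-fold above both controls and 1 below. Its median was 0.54 (95% interval -0.44 to 1.69), with 0.27 against Stim1 HT alone, 0.97 against Stim1 Ctrl alone and 2 of 14 genes in the paper's table. The secretory-stage list, with Mmp20, Acp4 and Dspp as well and 3 of 6 genes in the paper's table, had -1.72. Its 95% interval of -2.92 to 0.15 included 0, and its 3 genes over 2-fold below both controls were Amelx, Ambn and Enam, with 0 above. The enamel epithelium list had 0.12, with 2 genes over 2-fold above and 2 below both controls. A later stage of amelogenesis in the Stim1 cKO sample cannot be told apart from other tissue, because salivary gland genes rose by more than maturation-stage genes, with a median of 1.503. That median was 3.19 against Stim1 Ctrl alone and 0.44 against Stim1 HT alone. An effect of Stim1 deletion on these genes stays open, untested.

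Mitochondrially encoded transcripts rose in Stim1 cKO. The 73 nuclear genes of the respiratory chain and ATP synthase had a median log2 ratio of -0.44 (95% interval -0.58 to -0.36), at percentile 19.04 among random lists, and 10 of them are in the paper's table. The median was -0.74 against Stim1 HT alone, at percentile 0.00, and -0.21 against Stim1 Ctrl alone, at percentile 95.9. Stim1 HT itself lay 0.47 above Stim1 Ctrl, above all random lists. By complex, the nuclear genes had medians of -0.47 for NADH dehydrogenase, -0.41 for cytochrome c reductase, -0.36 for cytochrome oxidase and -0.75 for ATP synthase. Against Stim1 Ctrl alone the first 3 were -0.18, -0.25 and -0.098, and against Stim1 HT alone -0.66, -0.86 and -0.66. Of the 73 genes, 8 were over 2-fold below both controls and 1 above. After the trend with GC content and length was removed, their median was -0.64 (95% interval -0.71 to -0.51). The paper's table holds 7 nuclear genes of the respiratory chain other than ATP synthase, and 7 are lower. These values lie on the side away from a coordinated rise of the respiratory chain, but since most random lists were lower still against Stim1 Ctrl, they do not exclude one relative to genes of like expression. The trend with GC content and length does not account for the whole rise of the 20 mitochondrially encoded genes. They kept a median of 0.91 (95% interval 0.41 to 1.30) after it was removed. For the 13 of them that encode proteins, the median went from 1.20 to 0.75. Its 95% interval of -0.0005 to 1.03 reached 0, so the trend stays open as an account of their rise. More non-polyadenylated or unspliced RNA in the library is a candidate explanation. Before the values were computed, it was predicted that replication-dependent histone genes would then be higher in Stim1 cKO. They were lower, with a median of -0.29 (95% interval -0.45 to 0.11), -0.37 against Stim1 HT alone and -0.18 against Stim1 Ctrl alone, so the prediction failed. The explanation was kept open for a reason found only afterwards, namely that proliferation genes fell too and histone genes follow them. In the direction that this explanation predicts, Malat1 had a log2 fold change of 2.73, and 198 of 249 genes of the TEC biotype (median 1.23) and 32 of 43 sense-intronic genes (median 1.24) were over 2-fold above both controls, sets that were looked at after the fact and whose medians were 1.21 and 1.16 with genes at the limit of detection set to their bound. The paper's table holds 78 and 9 of these genes.

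Slc24a1 had a log2 ratio of 4.74 on the log2(CPM + 1) scale, within the range of the photoreceptor genes compared with it, 0.29 to 7.28. RNA of photoreceptors in the Stim1 cKO sample is a candidate explanation for Slc24a1, but almost any higher value would lie in a range this wide, so this comparison leaves it open beside an effect of the Stim1 deletion.

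Other lists in Stim1 cKO were higher or lower as follows, as medians of the log2 ratio. Retinal interneuron genes had 2.20 (6 of 9 in the paper's table), cortical neuron 3.58 (6 of 8), plasma cell 2.83 (4 of 9), lacrimal gland 1.96 (7 of 10) and olfactory epithelium 3.07 (1 of 12). The lacrimal gland median gives no direction, since its interval ran from -2.26 to 6.10, with 5 genes over 2-fold above both controls and 4 below, and the interval of the cortical neuron list reached -0.15. The olfactory list had 1.59 against Stim1 HT alone and 4.30 against Stim1 Ctrl alone, both outside its interval of 2.45 to 4.09. It was also higher in Stim1 HT than in Stim1 Ctrl, by 2.77. Salivary gland had 4 of 12 genes in the table. Retinal pigment epithelium had 0.61 (1 of 11), at percentile 67.9 among random lists, and glia 0.44 (3 of 9), with 1 gene over 2-fold above both controls and 1 below, and medians of 0.10 against Stim1 HT alone and 0.38 against Stim1 Ctrl alone. Cartilage had -1.49 (7 of 12), bone and odontoblast -0.82 (5 of 11), fibroblast -1.34 (6 of 10), erythroid -2.48 (10 of 13) and neutrophil -2.19 (7 of 9). Col1a1, of type I collagen, had the most counts of any gene in each library, at 2.38% in Stim1 cKO, 2.21% in Stim1 HT and 3.39% in Stim1 Ctrl. X inactivation had 4.55. Pituitary had 0.64, with 0.12 against Stim1 HT alone and 1.08 against Stim1 Ctrl alone. Thyroid had -0.67, which came from the Stim1 HT library, with -1.42 against Stim1 HT alone and 0.46 against Stim1 Ctrl alone. One gene is shared by the neuron and cortical neuron lists (Slc17a7), one by the salivary and lacrimal gland lists (Cst10), one by the photoreceptor and olfactory lists (Cngb1) and one by the bone and secretory-stage lists (Dspp).

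Shorter transcripts were higher in Stim1 HT than in Stim1 Ctrl. Among 14882 genes with a mean of at least 50 counts, the median log2 ratio fell from 0.30 to -0.28 between the shortest and the longest of 5 groups of nearly equal size. Spearman's rho with transcript length, across genes that are not independent replicates, was -0.47, and outside the lists of tissues it was -0.48. Leaving those genes out removed few genes, so this cannot exclude tissue make-up, and the genotype, the RNA quality and the library are confounded. No biological explanation was tested.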
